# NUPR1, a new target in liver cancer: implication in controlling cell growth, migration, invasion and sorafenib resistance

**DOI:** 10.1038/cddis.2016.175

**Published:** 2016-06-23

**Authors:** M R Emma, J L Iovanna, D Bachvarov, R Puleio, G R Loria, G Augello, S Candido, M Libra, A Gulino, V Cancila, J A McCubrey, G Montalto, M Cervello

## Abstract

Sorafenib, an oral multikinase inhibitor, is the only approved agent for the treatment of advanced hepatocellular carcinoma (HCC). However, its benefits are modest, and as its mechanisms of action remain elusive, a better understanding of its anticancer effects is needed. Based on our previous study results, we investigated here the implication of the nuclear protein 1 (NUPR1) in HCC and its role in sorafenib treatment. NUPR1 is a stress-inducible protein that is overexpressed in various malignancies, but its role in HCC is not yet fully understood. We found that NUPR1 expression was significantly higher in primary human HCC samples than in the normal liver. Knockdown of *NUPR1* significantly increased cell sensitivity to sorafenib and inhibited the cell growth, migration and invasion of HCC cells, both *in vitro* and *in vivo*. Moreover, *NUPR1* silencing influenced the expression of *RELB* and *IER3* genes. Unsurprisingly, *RELB* and *IER3* knockdown also inhibited HCC cell viability, growth and migration. Using gene expression profiling of HCC cells following stable *NUPR1* knockdown, we found that genes functionally involved in cell death and survival, cellular response to therapies, lipid metabolism, cell growth and proliferation, molecular transport and cellular movement were mostly suppressed. Network analysis of dynamic gene expression identified NF-*κ*B and ERK as downregulated gene nodes, and several HCC-related oncogenes were also suppressed. We identified *Runt-related transcription factor 2* (*RUNX2*) gene as a *NUPR1*-regulated gene and demonstrated that *RUNX2* gene silencing inhibits HCC cell viability, growth, migration and increased cell sensitivity to sorafenib. We propose that the NUPR1/RELB/IER3/RUNX2 pathway has a pivotal role in hepatocarcinogenesis. The identification of the NUPR1/RELB/IER3/RUNX2 pathway as a potential therapeutic target may contribute to the development of new treatment strategies for HCC management.

Hepatocellular carcinoma (HCC) is the most common liver cancer, accounting for 90% of primary liver cancers and is currently the third major cause of cancer-related deaths globally.^1^ Although recent progress in diagnostic and treatment technologies has improved survival, the long-term survival of HCC patients remains dismal owing to the lack of adequate therapies. Despite the approval of sorafenib (Nexavar, BAY43-9006), an oral multi-kinase inhibitor that targets Raf kinases, and several other tyrosine kinases, including vascular endothelial growth factor receptor-2/3, platelet-derived growth factor receptor-*β*, Fms-like tyrosine kinase 3 and c-Kit, for the treatment of advanced HCC,^1^ and its extensive application in clinical practice during the past few years, it is increasingly clear that the benefits of sorafenib are modest, and the precise mechanism of action of this drug remains elusive. Indeed, several targets other than Raf and receptor tyrosine kinases have been identified,^2, 3^ including signal transducer and activator of transcription 3 signaling,^4^ and the secretory pathway.^5^ The mitochondria is also a sorafenib target, as shown by the inhibition of mitochondrial respiration in liver cancer cells and a shift toward aerobic glycolysis and glycolytic adaptation response to mitochondrial damage during sorafenib treatment.^6, 7^

Several reports have indicated that sorafenib may induce cell death signaling pathways via endoplasmic reticulum (ER) stress activation.^8, 9, 10^ Our recent studies analyzing the molecular mechanisms of sorafenib treatment in human HCC cells identified several genes involved in ER stress response modulated by sorafenib.^11^ In particular, the stress-inducible gene *nuclear protein-1* (*NUPR1*, also known as *p8/Com-1*) was upregulated after sorafenib treatment and its expression was found to be additionally potentiated on treatment with the anti-inflammatory drug celecoxib.^11, 12^

The *NUPR1* gene was initially identified as a transcriptional factor, which is rapidly and strongly induced in rat pancreatic acinar cells during acute pancreatitis, developing pancreas and pancreatic regeneration.^13^ Recently, NUPR1, a small highly basic and loosely folded stress-inducible multifunctional protein, has emerged as a new drug-targetable protein whose blockade could prevent cancer progression and metastasis development.^14^ The functions of NUPR1 in the various tissues with different molecular contexts may be different or even opposite, therefore it can be seen as a double-edged knife with its ability to promote both tumor suppression and tumor development.^14, 15, 16, 17^ It is also implicated in drug resistance mechanisms in pancreatic and breast cancer models.^18, 19^ In particular, in the pancreatic model some types of stress increased the expression of *NUPR1* and of three of its target genes, activating transcription factor 4 (*ATF4*), C/EBP-homologous protein (*CHOP*) and Tribbles homolog 3 (*TRB3*), acting in the ER stress pathway and inducing cell death.^15^ On the other hand, subsequent studies conducted with the same tumor model showed that NUPR1 can induce the expression of pro-survival genes, such as V-rel avian reticuloendotheliosis viral oncogene homolog B (*RELB*) and immediate early response 3 (*IER3*).^16^

In the liver, NUPR1 has been shown to be an important element in hepatocyte stress response after hepatic injury by CCl_4_.^20^ NUPR1 has also been identified as a key regulator and metabolic switch in response to mitochondrial damage during liver cancer progression.^21^ In addition, Bak *et al.*^22^ recently reported that *NUPR1* is activated by hepatitis B virus X protein and mediates the cell growth and survival of HBV-positive cells.

As the role of NUPR1 in hepatocarcinogenesis is not yet fully understood, we decided to examine its involvement in the context of sorafenib treatment in HCC cells.

## Results

### Sorafenib treatment increases NUPR1 expression levels

NUPR1 is a stress-inducible protein and, as mentioned before, one possible mechanism of action of sorafenib is induction of ER stress response.^8, 9, 10^ Therefore, we first investigated the effects of sorafenib on well-known ER stress-regulated genes. Sorafenib treatment activated ER stress response in HCC cell lines in a dose- and time-dependent manner (Figure 1). Genes involved in ER stress response, such as *GRP78*, *ATF4*, *CHOP* and *TRB3* were upregulated (Figures 1a and b), and splicing of X-box-binding protein 1 (XBP1) mRNA was also induced (Figures 1c and d).

We then analyzed the basal expression of NUPR1 on the human HCC cell lines HepG2, Huh7, Hep3B and PLC/PRF/5, both at the protein and mRNA levels. HCC cell lines showed different expression levels of NUPR1 (Figures 2a and b). PLC/PRF/5 cells expressed the highest levels while Huh7 cells showed the lowest expression of both protein (Figure 2a) and mRNA (Figure 2b).

Subsequently, NUPR1 protein expression in HCC cells was investigated by immunofluorescence analysis after sorafenib treatment. As shown in Figure 2c, NUPR1 was localized in the nuclei of HCC cells, and its expression increased after sorafenib treatment. NUPR1 mRNA expression was similarly induced in HCC cell lines in a dose- and time-dependent manner upon sorafenib treatment (Figures 2d and e).

### Bioinformatics analysis of NUPR1 gene expression in liver cancer

To explore the clinical relevance of NUPR1 in liver cancer development, we analyzed the HCC microarray data sets available on the Oncomine software. Only six out of the nine data sets showed a statistical significance <0.05 (by Student's *t*-test) when expression levels were analyzed in the normal liver (NL) tissues, precancerous lesions and HCC samples (Supplementary Table S1) and were then considered for further analyses.^23, 24, 25, 26, 27, 28, 29, 30^ The data summarized in Supplementary Table S2 show that NUPR1 transcript levels were significantly lower in cirrhosis and liver cell dysplasia than in NL tissue, while higher *NUPR1* gene expression levels were detected in HCC samples than in normal and cancer precursor tissues. An opposite trend was observed in the Archer *et al.*^23^ data set. Interestingly, HCC harboring *TP53* mutations showed higher *NUPR1* transcript levels than in the HCC wild-type subset, and *NUPR1* gene expression levels were higher in early-stage than in advanced-stage HCC samples (Supplementary Table S2).

### Expression of NUPR1 in human HCC tissues

In view of the results above, we investigated NUPR1 expression in HCC (*n*=21), in liver cirrhosis (*n*=3) and in NL tissues (*n*=3) by immunohistochemistry (Figure 3a) and by quantitative-PCR (qPCR) in 17 patients with liver cirrhosis-associated HCC, in 5 surrounding non-tumor regions (cirrhotic tissues) and in 4 NL tissues (Figure 3b). Immunohistochemical analysis showed high NUPR1 expression in all the HCC patients studied; moreover, NUPR1 displayed a nuclear localization in the tumor hepatocytes but not in NL hepatocytes (Figure 3a). The sum of the scores (intensity+percentage of positive nuclei) for NUPR1 was significantly higher in tumors (*P*<0.05) than in NL tissues (Supplementary Table S3A). In addition, the percentage of NUPR1-positive nuclei was significantly different in HCC tissues with different differentiation grades (*P*<0.05), whereas no correlation was observed between NUPR1 expression and TNM classification (Supplementary Table S3B).

In 9 of the 17 (53%) patients analyzed, NUPR1 mRNA expression was higher in the tumor samples than in NL tissues (Figure 3b). Of note, both HCV-associated (7 out of 14) and HBV-associated (1 out of 3) HCC showed high NUPR1 expression levels. In the cirrhotic tissues, three out of the five patients displayed a lower *NUPR1* expression than in the NL. These results are therefore in agreement with the bioinformatics analyses. However, possibly owing to the limited number of patients in both cases results did not reach statistical significance (NL *versus* LC *P*=0.7600; NL *versus* HCC *P*=0.6715; LC *versus* HCC *P*=0.1829).

### Small interference RNA (siRNA)-mediated NUPR1 gene silencing inhibits cell growth and increases cell response to sorafenib treatment

To investigate the functional role of *NUPR1* in the regulation of tumor cell growth and chemoresistance, HCC cells were transfected with specific human *NUPR1* siRNA and the effects on cell viability and chemoresistance were evaluated after sorafenib treatment. We found that *NUPR1* knockdown decreased cell viability and colony formation and increased tumor cell sensitivity to sorafenib treatment (Figures 4a and b and Supplementary Figures S1A and B). These data demonstrate that *NUPR1* may have an oncogenic potential in HCC and it may be involved in drug resistance. This was further confirmed after generation of *NUPR1* knockdown stable clones using *NUPR1*-specific short hairpin RNA (shRNA), in which *NUPR1* gene silencing significantly decreased Hep3B cell viability and proliferation (Supplementary Figures S1C and D) and increased sensitivity to sorafenib treatment (Supplementary Figure S1C).

### Downregulation of NUPR1 decreases HCC cell migration and invasion

Next we assessed whether downregulation of *NUPR1* could affect HCC cell migration and invasiveness. We found that *NUPR1* gene silencing significantly reduced PLC/PRF/5 cell migration in wound-healing assays (Figure 4c and Supplementary Figure S1E). Transwell migration and Matrigel invasion assays confirmed these findings, as knockdown of *NUPR1* by shRNA significantly reduced Hep3B cell migration and invasion (Figures 4d and e and Supplementary Figure S1F). These results are in agreement with data reported by Lee *et al.*^21^ and indicate that NUPR1 has a role in regulating the metastatic potential of human HCC cells.

### NUPR1 regulates RELB and IER3 gene expression

To further explore the functional role of *NUPR1* in HCC, we focused on *NUPR1*-regulated genes, *RELB* and *IER3*.^16^ *NUPR1* gene silencing caused downregulation of both RELB and IER3 mRNAs in HCC cell lines (Figure 5a and Supplementary Figure S2A). Gene expression analyses using the stable Hep3B shNUPR1 knockdown clones confirmed that *NUPR1* silencing caused a significant downregulation of *RELB* and *IER3* genes (Figure 5b and Supplementary Figure S2B).

IER3 has been shown to induce sustained activation of extracellular signal-regulated kinase (ERK) by inhibition of the serine–threonine protein phosphatases-2A (PP2A) activity.^31, 32^ To verify whether *NUPR1* gene silencing may also influence ERK1/2 phosphorylation, western blotting analysis was performed in stable Hep3B shNUPR1 clones. As shown in Figure 5c and Supplementary Figure S2C, there was a sharp decrease in ERK1/2 phosphorylation (Thr202/Tyr204) status in Hep3B shNUPR1 cells compared with control cells. These data suggest that NUPR1 may act through the RELB/IER3 pathway by regulating the activation of ERK kinase, which is involved in a pro-survival signaling pathway, and could be responsible for the improved sorafenib effects on cell viability observed in previous experiments.

### Silencing of RELB and IER3 by siRNA decreases HCC cell growth and chemoresistance

We have shown that *NUPR1* gene knockdown in HCC cells produces a significant downregulation of the pro-survival genes *RELB* and *IER3*. Specific siRNA was therefore used for *RELB* and *IER3* silencing in Hep3B cells (Figure 5d and Supplementary Figure S2D), which led to a significant decrease in cell viability in basal conditions (Figure 5e and Supplementary Figure S2E, no treatment), and also significantly diminished clonogenic capacity (Figure 5f) and significantly increased cell sensitivity to sorafenib treatment (Figure 5e and Supplementary Figure S2E). As expected, *IER3* expression was also downregulated after *RELB* silencing (Figure 5d and Supplementary Figure S2D), confirming that *IER3* is a downstream *RELB*-regulated gene in HCC cells. These results confirm the existence of a NUPR1/RELB/IER3 pathway involved in the regulation of HCC cell growth and drug resistance.

### NUPR1 gene silencing inhibits tumor growth *in vivo*

To assess the effect of *NUPR1* gene silencing on tumorigenicity in HCC cells, Hep3B shNUPR1 cells were injected into nude mice. Four weeks after injection, we found that Hep3B pSilencer cells gave rise to tumor in all cases (*n*=12), while Hep3B shNUPR1 cells inoculated into the same animals were unable to form tumors (Figures 6a–c). These data demonstrate that NUPR1 is essential for tumor cell establishment and growth *in vivo*.

### Transcriptomic analysis identifies gene expression changes following NUPR1 knockdown

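RNA of a stable shNUPR1 clone and of the pSilencer control clone of Hep3B, a human hepatocellular carcinoma line, was hybridized to 2 Agilent whole human genome arrays, on which each spot carries a short DNA probe and is read in 2 colours. On array 1 the shNUPR1 RNA was labelled with Cy5 and the control RNA with Cy3, and on array 2 the dyes were swapped. The paper's text does not name which shNUPR1 clone was hybridized or whether separate RNA extracts were used, so the 2 arrays were counted as 1 replicate of 1 clone per group. With no replicates, changes were called by a fixed rule of size without a p-value, and the spread between the arrays covers labelling and hybridization error only. The paper gives 2 μg/ml puromycin for 8 weeks for the selection of the clones, whereas the sample labels give 0.5 μg/ml for 2 weeks, another transfection reagent and a mock-transfected control. The authors deposited the scanner output for each spot and colour, with the mean intensity and the median intensity of the local background, a log10 ratio of red over green after the background subtraction and dye normalization of the scanner software (Feature Extraction), and a p-value of that ratio. Each array held 45015 spots, of which 43376 carried the 41000 distinct probes. The median intensity on array 1 was 615 in green and 1246 in red, over a median background of 47 and 50. On array 2 it was 549 in green and 1043 in red, over a background of 65 and 50. Between 97.2% and 98.5% of the probe spots were well above background in each colour by the flag of the scanner software, and 0 were saturated. The number of arrays limits the precision. The paper's text names no background correction or normalization, and the intensities were corrected here by the normexp method of limma with an offset of 50 and normalized within each array by loess. Spots with an outlier flag (64 on array 1 and 84 on array 2) were left out, spots of one probe were averaged, and array 2 was turned so that a positive log2 ratio means a higher level in shNUPR1 cells. Probes well above background on both arrays in at least 1 clone were kept, which left 40155 probes with 29524 gene names, placed on the human genome build hg18 by the files. The probe with the highest mean intensity stands for a gene with several probes. The single NUPR1 probe, on chromosome 16 from 28456322 to 28456381, had a log2 ratio of -0.95 on array 1 and -1.18 on array 2, and their mean of -1.06 is 47.9% of the level in the control clone.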

To better understand the molecular mechanism(s) of NUPR1 action in HCC cells, we compared the global gene expression of the Hep3B shNUPR1 clone against the corresponding control clone (pSilencer). For each comparison, a subset of common differentially expressed genes was selected by initial filtering on confidence at *P*-value ≤0.05, followed by filtering on expression level (≥ 3 fold). 

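A probe was called changed here when its mean log2 ratio over the 2 arrays reached 3-fold with the same sign on both. Across the 40155 probes, which are not independent replicates, the log2 ratios of array 1 and array 2 had a Pearson's r of 0.87 and a Spearman's rho of 0.67. All 357 probes that reached 3-fold on either array had the same sign on both. Of the 311 called probes, 266 (85.5%) reached 3-fold on each array. The median absolute difference between the arrays for the called probes was 0.16 on the log2 scale. A p-value of at most 0.05 in the deposited error model of each spot, on both arrays, removed none of the 311 probes, and neither did limma's p over the 2 arrays with or without Benjamini-Hochberg adjustment. These p-values cover labelling and hybridization error only.

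**Figure D1:**
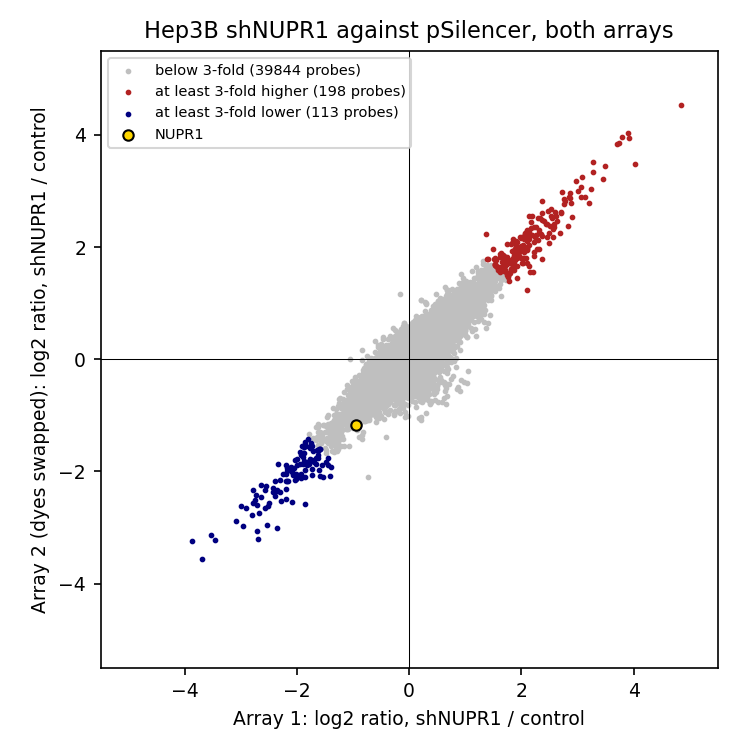
Log2 ratio of shNUPR1 over control on array 1 (x axis) against array 2 with swapped dyes (y axis), one point per probe. The called probes, in red (higher) and blue (lower), lie along the diagonal, and NUPR1 (yellow) lies inside the 3-fold limits.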

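By the rule of size, 198 probes were at least 3-fold higher and 113 at least 3-fold lower in shNUPR1 cells than in control cells. With the brightest probe standing for its gene, these were 157 and 94 gene names. A two-tailed Student's test over both arrays left 172 higher and 87 lower probes at an unadjusted p of at most 0.05 and 0 and 0 after Benjamini-Hochberg adjustment. On simulated arrays with 200 probes changed 4- to 16-fold among 40167, the rule recovered 89.5% of the changed probes, all of the bright ones and 80.6% of the dim ones, with 0 false calls. The simulated noise was a fixed setting, so the 0 false calls follow from it and give no error rate for the real arrays. Changes of 3- to 4-fold were not simulated, although the median absolute log2 ratio of the Supplementary Table S4 probes was 1.82 here, under 4-fold. The largest rise was that of IGFBP7, on chromosome 4 from 57592180 to 57592239, with a mean log2 ratio of 4.69. It was followed by LIMCH1 at 3.97, LYPD1 at 3.94, SULT1E1 at 3.88 and GJA1 at 3.80. LIMCH1 lies in a run of neighbouring genes on chromosome 4 that are slightly higher as a group. The order after IGFBP7 depends on the processing. By the deposited log ratio MAGEA1 (4.03) stood ahead of LIMCH1 (4.00), and SLC16A12 (3.88) stood ahead of GJA1 (3.78). By the mean of the values computed here, the largest fall was that of CHODL, on chromosome 21 from 18561407 to 18561466, with a mean log2 ratio of -3.63. It was followed by ARG1 at -3.56, GPAM at -3.34, NTS at -3.33 and CFHR2 at -2.98. ARG1 fell further than CHODL on array 1 alone (-3.87), with no background correction, with an offset of 0, and by the deposited log ratio (-4.78) and the series table. GPAM has another probe, with a mean log2 ratio of -0.32. The 10 probes ranked by the values computed here were well above background in both clones on both arrays. Each had the same sign on both arrays.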

Using these stringent selection criteria, we found 273 genes upregulated and 153 genes downregulated in Hep3B cells following *NUPR1* knockdown (Supplementary Table S4). Pathway and network analyses generated using the Ingenuity Pathway Analysis (IPA) software showed the major functionally related gene groups, which were differentially expressed in the shNUPR1 clone compared with control cells (Supplementary Table S5 and Figure 7). 

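Each of the 426 entries of Supplementary Table S4 was matched to 1 probe of the arrays, 376 by gene name and accession alone and 50 by the listed fold among several probes of the gene. Of these probes, 308 reached 3-fold in the direction of the table, 195 of the higher and 113 of the lower ones. Of the remaining 118, 115 were at least 1.5-fold changed in the direction of the table. The median intensity of the 118 was 8.38 on the log2 scale, against 11.17 for the 308. Only 3 called probes were not in the table, all higher. They were TPM1 with a mean log2 ratio of 1.61, TUBB3 with 1.59 and an unnamed probe on chromosome 5 from 153780682 to 153780741 with 2.07. Other probes of TPM1 went down to -0.15, and the other probe of TUBB3 had 0.48. The median log2 ratio of the genes in a category was between 1.64 and 2.01 for the 11 categories of upregulated genes in Supplementary Table S5, and between -2.31 and -1.67 for the 12 of downregulated genes. All measured genes of these categories are in Supplementary Table S4, which was chosen by fold on the same arrays, so the medians are not independent evidence.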

Pathways implicated in cellular development, cell growth and proliferation and cell assembly and organization, as well as cellular function and maintenance were mostly upregulated in the stable Hep3B shNUPR1 knockdown clone (Figure 7a), whereas pathways implicated in cellular movement, lipid metabolism, molecular transport and cellular response to therapies were mostly suppressed (Figure 7b).

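Among the upregulated genes of Supplementary Table S5, cellular development held 69 measured genes with a median log2 ratio of 1.71, of which 44 reached 3-fold here. Cell growth and proliferation held 78 with a median of 1.77, 53 of them at 3-fold. Cell assembly and organization held 45 with a median of 1.74, 31 at 3-fold, and cellular function and maintenance held 53 with a median of 1.83, 38 at 3-fold. Among the downregulated genes, cellular movement held 38 with a median of -1.74, 25 at 3-fold. Lipid metabolism held 34 downregulated genes, 24 of them at 3-fold, and 33 upregulated genes, also 24 of them at 3-fold. Molecular transport held 45 downregulated genes, 32 at 3-fold, and 26 upregulated genes, 20 at 3-fold. Cell growth and proliferation also held 46 downregulated genes, 30 at 3-fold, and cellular function and maintenance 18, 11 at 3-fold. The 30 proliferation genes of a separate list had a median log2 ratio of 0.06, at percentile 85.6 of 10000 random lists of the same size and intensity, and 0 of them reached 1.5-fold.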

Common networks, generated by merging the five top-scoring networks, including both downregulated and upregulated genes (≥ 3-fold), recognized some functionally related gene nodes upon *NUPR1* knockdown, such as nuclear factor kappa from B cells (NF-κB), ERK, p38MAPK and transforming growth factor *β*2 (TGF*β*2) (Figure 7c). In addition, several genes known to be involved in hepatocarcinogenesis were also suppressed, such as *fibroblast growth factor 19* (*FGF19*), *Dickkopf 3* (*DKK3*), *cyclin-dependent kinase inhibitor 2B* (*CDKN2B*) and *TGFβ2*.

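Of the genes for the subunits of NF-κB, NFKB1 had a mean log2 ratio of -0.05, NFKB2 of 0.07, RELA of 0.16, REL of -0.05 and RELB of 0.39. MAPK3 had a mean log2 ratio of 0.16. The p38 genes MAPK11, MAPK12, MAPK13 and MAPK14 had 0.32, 0.10, -0.06 and -0.28. None of these 10 genes reached 1.5-fold, and REL, MAPK12 and MAPK13 differed in sign between the arrays. The arrays measure RNA and not the activity of the proteins. Target genes of the nodes were taken from lists written beforehand and set against random lists matched in size and intensity. The 22 NF-κB target genes had a median log2 ratio of 0.08, at percentile 90.3. The 18 ERK-responsive genes had a median of 0.14, at percentile 98.3, with 10 genes above 0 and 8 below it, and with each array centred on its median in place of loess the percentile was 96.5. The 19 TGFβ response genes had a median of 0.05, at percentile 81.4, with 0.12 at percentile 93.7 on array 1 alone and 0.03 at percentile 68.7 on array 2 alone.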

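FGF19, on chromosome 11 from 69222881 to 69222940, was lower in shNUPR1 cells, with a log2 ratio of -1.11 on array 1 and -1.25 on array 2. Its mean of -1.18 did not reach 3-fold. DKK3, also on chromosome 11, from 11941389 to 11941448, was higher in shNUPR1 cells, with a mean log2 ratio of 1.59 that lies at the 3-fold limit. CDKN2B, on chromosome 9 from 21994945 to 21995004, was higher, with 1.88 on array 1 and 1.85 on array 2. TGFB2, on chromosome 1 from 216683872 to 216683931, was higher, with 2.56 on array 1 and 2.18 on array 2. The difference from 0 was larger than the spread between the arrays for each of the 4 genes, and no alternative processing changed a direction.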

To validate the microarray results, we arbitrarily selected seven differentially expressed genes and quantified their expression by semiquantitative PCR or qPCR. We found that in all cases both methods (microarray analysis and PCR) detected similar patterns for selected genes (Supplementary Table S6).

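On the arrays AFP had a mean log2 ratio of -1.57, just under 3-fold, MT2A of 2.15, TIMP1 of 2.03 and PDGFRB of -2.65. The SD between the arrays was 0.07 for AFP, 0.24 for MT2A, 0.09 for TIMP1 and 0.07 for PDGFRB. The MT2A probe shares at most 48.3% of its bases with the probe of another metallothionein gene. This compares probes only, so it does not exclude that the MT2A probe binds the transcript of another metallothionein. The paper's reported folds by semiquantitative PCR are -1.4 for AFP, 1.4 for MT2A and 3.6 for TIMP1. As folds the array values were -2.98 for AFP, 4.43 for MT2A and 4.08 for TIMP1, each larger in size than by PCR. The PCR folds of AFP and MT2A are under 1.5-fold, so for these genes the size of the change differed between the methods. The paper's reported folds by qPCR are -50.2 for PDGFRB, -14.3 for FGF19, 8.51 for TGFB2 and -52.7 for BMP7. The arrays gave folds of -6.29 for PDGFRB, -2.27 for FGF19, 5.18 for TGFB2 and -1.04 for BMP7 by its brightest probe. Each was smaller in size than by qPCR. All 7 genes had the same sign by PCR and on the arrays, where the probe that stands for BMP7 stayed within 1.5-fold.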

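The arrays carry 3 probes of BMP7, on chromosome 20. The brightest, from 55177198 to 55177251, had a log2 ratio of -0.06 on array 1 and -0.07 on array 2. Another, from 55236787 to 55236846, had a mean log2 ratio of -0.01. The remaining probe, from 55178962 to 55179021, which is the one listed in Supplementary Table S4, had -1.27 on array 1 and -1.08 on array 2, a mean of -1.17. Its mean intensity was 7.48 on the log2 scale, against 8.70 for the brightest probe and 6.82 for the other. All 3 lie below the median of 9.72 for all kept probes. All 3 probes were well above background in both clones on both arrays, a flag that 98.8% of the kept probes pass. The single probe that fell by more than 1.5-fold did not reach 3-fold.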

The observation that bone morphogenetic protein 7 (*BMP7*), a member of the TGF*β* superfamily, is downregulated in Hep3B cells upon *NUPR1* knockdown appears interesting, as *BMP7* has been demonstrated to be overexpressed in HCC and may be a potential biomarker for poor prognosis in HCC patients.^33^ Several reports have demonstrated that BMP7 transcriptionally induces Runt-related transcription factor 2 (*RUNX2*) expression.^34, 35^ Intriguingly, Wang *et al.*^36^ reported that in ovarian cancer cells *RUNX2* gene silencing provides a sharp downregulation of *NUPR1*, suggesting the existence of an interaction between these two transcription factors. Indeed, in our preliminary microarray analyses conducted using ≥1.5-fold selection criteria, we found that *RUNX2* was downregulated in Hep3B cells upon *NUPR1* suppression. 

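With the limit at 1.5-fold in place of 3-fold, 2022 probes were called higher and 1148 lower. RUNX2 has 3 probes, on chromosome 6, and none of them reached 1.5-fold. The brightest, from 45404144 to 45404403, had a log2 ratio of -0.12 on array 1 and -0.26 on array 2, and the probe from 45626194 to 45626253 had a mean of -0.20. The probe from 45622775 to 45622834 had 0.07 on array 1 and -0.07 on array 2. The 3 probes are dim, with mean intensities between 7.80 and 8.32 on the log2 scale. The 18 measured RUNX2 target genes of a list written beforehand had a median log2 ratio of -0.02, at percentile 47.0 of the random lists. Its sign rests on array 2, since array 1 alone gave 0.04 at percentile 83.7 and array 2 alone -0.08 at percentile 5.72. SPP1 at 1.51 and TNFSF11 at 1.07 rose by at least 1.5-fold, and DKK1 at -0.89 fell by at least 1.5-fold. Several members were dim, such as MMP13, BMP3 and IBSP with mean intensities of 6.75, 7.07 and 7.15. A median near 0 over such genes cannot decide whether the activity of RUNX2 changed.

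**Figure D2:**
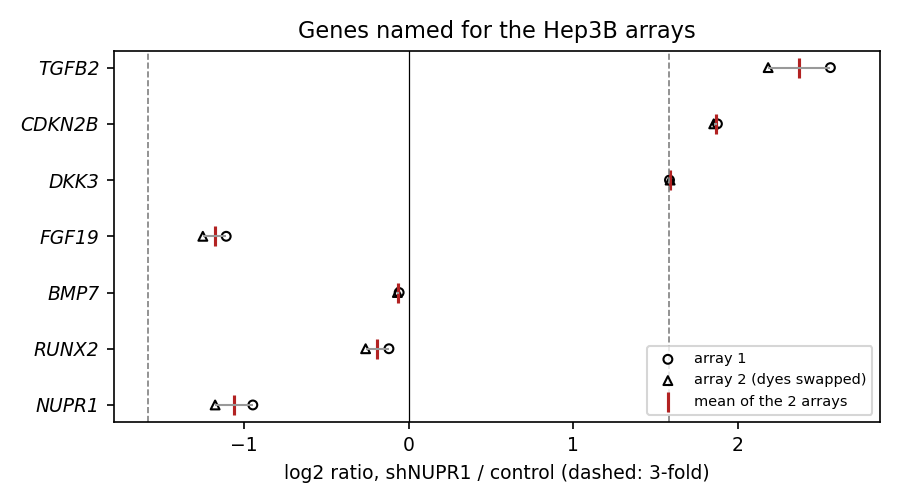
Log2 ratio of shNUPR1 over control for 7 genes, with array 1 as circles, array 2 as triangles and their mean as a red bar. TGFB2, CDKN2B and DKK3 lie at or above the upper 3-fold limit, FGF19 and NUPR1 lie below 0 and inside the lower limit, and the probes that stand for BMP7 and RUNX2 lie near 0.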

Inhibition of RUNX2 mRNA expression upon *NUPR1* silencing was further confirmed by qPCR (Figure 8a and Supplementary Figure S3A).

### Silencing of RUNX2 decreases HCC cell growth migration and chemoresistance

To ascertain whether *NUPR1* biological effects on regulation of cell growth, migration and chemoresistance were due to regulation of the RUNX2 transcript, we performed *RUNX2* gene silencing in Hep3B cells using specific human siRNA. *RUNX2* gene silencing significantly decreased Hep3B cell growth (Figure 8b) and migration (Figure 8c) and increased cell sensitivity to sorafenib treatment (Figure 8d and Supplementary Figure S3B). Interestingly, in accordance with data reported by Wang *et al.*,^36^ gene expression analysis showed that *RUNX2* suppression strongly downregulates *NUPR1*, as well as *NUPR1*-regulated genes *RELB* and *IER3* (Figure 8e and Supplementary Figure S3C). This result suggests that RUNX2 might regulate *NUPR1* gene expression. Therefore, we performed an *in silico* analysis by using the open-source Jasper database (http://jaspar.genereg.net/) to predict the binding sites of RUNX2 in the promoter region of *NUPR1* gene. This analysis allowed us to identify eight putative RUNX2-binding sites in the *NUPR1* promoter region (Supplementary Table S7 and Supplementary Figure S4). Further studies are needed to clarify whether these binding sites are functional and are involved in the control of *NUPR1* expression by RUNX2. However, these data strongly suggest the existence of a *NUPR1/RELB/IER3/RUNX2* pathway that may act as an auto-regulatory loop.

### Expression of RUNX2 in human HCC samples

Finally, we examined RUNX2 mRNA and protein expression in HCC tissues compared with NL tissues (Figures 8f and g). Real-time PCR analysis showed that RUNX2 mRNA was overexpressed in 8 out of the 12 (66.6%) HCC tissues (Figure 8f), suggesting that *RUNX2*, as well as *NUPR1*, may have an important role in hepatocarcinogenesis. Of note, from the eight samples with high *RUNX2* expression, four cases (50%) also displayed increased *NUPR1* expression. In addition, RUNX2 expression was analyzed by immunohistochemistry. As shown in Figure 8g, high RUNX2 expression was observed in HCC tissues, with clear nuclear localization in the tumor hepatocytes but not in NL hepatocytes. All scores analyzed for RUNX2 were significantly higher in HCC than in NL tissues (Supplementary Table S8A). In addition, the percentage of positive nuclei and the sum of the scores were significantly higher in HCC than in LC tissues (Supplementary Table S8A). Furthermore, the percentage of positive nuclei and the sum scores were significantly different in HCC tissues with different differentiation grades, whereas no correlation was observed between RUNX2 expression and TNM classification (Supplementary Table S8B).

Finally, we found a significant correlation between the percentage of NUPR1- and RUNX2-postive nuclei (*P*<0.05) and the sum of the scores (*P*<0.05) in HCC tissues (Supplementary Table S9).

## Discussion

HCC is a complex disease and currently sorafenib represents the only systemic therapy available for the treatment of advanced disease,^1^ although its benefits are modest. On the other hand, the molecular mechanism of action of sorafenib has not yet been fully clarified. Therefore, a better understanding of the molecular mechanism(s) responsible for its antitumor effect could be critical for improving treatment effectiveness, while minimizing side effects. Several studies have shown that sorafenib blocks tumor cell proliferation and induces cell death through mitogen-extracellular activated protein kinase kinase (MEK)/ERK-dependent and -independent mechanisms.^2, 3, 4, 5, 6, 7^ In particular, ER stress has been demonstrated to be part of the MEK/ERK-independent program of cell death induced by this drug.^8, 9, 10^

In this study, we present potential molecular mechanisms to explain sorafenib resistance in HCC cells. First, confirming and extending previous data,^11, 12^ we found that sorafenib induces, in a time- and dose-dependent manner, the expression of several genes involved in ER stress, such as *GRP78*, *ATF4*, *CHOP* and *TRB3* as well as *NUPR1*, a stress-inducible gene, and the splicing of XBP1 mRNA.

Recently, it has been reported that NUPR1 is overexpressed in several human cancers.^15, 16, 17, 37^ However, studies have demonstrated that NUPR1 can act either as an inducer or suppressor of tumor growth. In the liver, NUPR1 has been reported to be involved in cellular stress response to hepatic injury by CCl_4_.^20^ Recently, Lee *et al.*^21^ identified *NUPR1* as one of the 10 common mitochondrial defect-related genes that may induce a retrograde signaling from cancer cell mitochondria to intracellular transcriptome, having a critical role in liver cancer progression.

In this study, we examined NUPR1 expression status (both protein and mRNA) in HCC patient tissues and in healthy liver tissues. Immunohistochemical analysis revealed that NUPR1 expression level was higher in HCC tissues than in healthy liver tissues, with a nuclear localization only in malignant hepatocytes. In >50% of HCC tissues, we found higher levels of NUPR1 mRNA than in normal and in cirrhotic liver tissues, suggesting its involvement in hepatocarcinogenesis. Of note, we found that NUPR1 mRNA expression was high in both HBV- and HCV-associated HCC, which suggests that not only HBV^22^ but also HCV might regulate *NUPR1* expression during hepatocarcinogenesis.

Furthermore, both our *in vitro* and *in vivo* data confirmed that NUPR1 has a critical role in the regulation of tumor cell growth, tumor migration and invasive capacity and survival of HCC cells, suggesting its oncogenic role in HCC.

Chemoresistance represents a major challenge for HCC treatment. It has been reported that *NUPR1* is involved in chemoresistance in breast and pancreatic cancers.^38, 39^ Here we demonstrated that *NUPR1* depletion led to a significant increase in HCC cell sensitivity to sorafenib treatment, suggesting that it may also have a pivotal role in HCC chemoresistance.

Moreover, and as already reported,^16^ we found that *NUPR1* gene silencing resulted in *RELB* and *IER3* downregulation. The role of IER3 in regulating tumor cell growth is highly controversial. Several studies have demonstrated that *IER3* (also known as IEX-1), similar to *NUPR1*, may act as an oncogenic or pro-apoptotic factor in different human malignancies.^40^ Recently, Kwon *et al.*^41^ demonstrated that IER3 may be considered as a functional biomarker for an aggressive HCC subtype. To better understand whether the biological effects observed in HCC cells after *NUPR1* gene silencing were determined through regulation of these transcripts, we used specific siRNA to silence *RELB* and *IER3* genes and demonstrated that *RELB* and *IER3* knockdown inhibits cell growth and migration and increases cell sensitivity to sorafenib in HCC cells.

To clarify the molecular mechanisms and biological pathways involved in NUPR1-mediated action on HCC cells, we performed a comparative analysis of global gene expression using DNA microarray technology in Hep3B cells upon *NUPR1* knockdown. Microarray data showed that *NUPR1* gene silencing resulted in a strong downregulation of several genes involved in cellular movement, lipid metabolism, molecular transport and cellular response to therapies. 

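Of the downregulated genes in Supplementary Table S5, 35 of the 38 for cellular movement, 31 of the 34 for lipid metabolism and 42 of the 45 for molecular transport were at least 1.5-fold lower on the arrays. The median log2 ratios of the lipid metabolism and molecular transport genes were -1.88 and -1.90. Every gene of the 3 groups had a mean log2 ratio below 0. The groups were chosen by fold on the same arrays.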

IPA pathway and network analyses highlighted some important gene nodes related to *NUPR1* depletion in Hep3B cells that confirmed its functional role observed in HCC cells.

In particular, we found that *NUPR1* knockdown results in upregulation of some important factors known to be involved in the regulation of cell growth and proliferation in HCC. Among these, we observed a strong upregulation of *TGFβ2*, shown to induce cell death in Hep3B cells with low endogenous TGF*β* levels.^42^ In addition, *DKK3*, which acts as a Wnt-antagonist and tumor suppressor, and the *CDKN2B* (coding for p15INK4B protein), which acts as a negative regulator of cell cycle progression,^43, 44^ were found to be upregulated in Hep3B cells upon *NUPR1* suppression. These data confirm the effect of *NUPR1* knockdown in reducing cell growth.

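Both probes of TGFB2 rose. The brighter probe had a mean log2 ratio of 2.37, with an SD of 0.27 between the arrays. The other, on chromosome 1 from 216681407 to 216681466, had 1.81 on array 1 and 1.77 on array 2, so both reached 3-fold.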

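DKK3 has 3 probes. The brightest had a log2 ratio at the 3-fold limit, the probe from 11941491 to 11941550 had a mean log2 ratio of 1.39, and the probe from 11942045 to 11942104 had 0.57, just under 1.5-fold. CDKN2B had a mean log2 ratio of 1.87 by its brighter probe and of 0.96 by the other, from 21998979 to 21999038. All probes of both genes rose on both arrays. The paper takes the rise of these genes and of TGFB2 as further evidence for the reduced growth it found in its cell assays.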

On *NUPR1* suppression, we also observed a strong and significant downregulation of some important genes involved in the regulation of cell proliferation and movement. Among these, *FGF19* has been implicated in HCC development in humans^45, 46^ and in HCC cell proliferation and migration,^46^ as its expression has been suggested to be an independent prognostic factor for overall and disease-free survival.^46^ 

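The dimmer of the 2 probes of FGF19, from 69223092 to 69223151, had a log2 ratio of -1.47 on array 1 and -1.19 on array 2, a mean of -1.33. It is the probe listed in Supplementary Table S4. Neither probe reached 3-fold, and both fell by more than 1.5-fold on each array. With the deposited log ratio in place of the values computed here, the dimmer probe had -1.62 and passed the 3-fold limit.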

Of interest, we also found that *NUPR1* gene silencing sharply downregulates *BMP7*. This gene has been reported to be overexpressed in HCC and may be considered as a biomarker for poor prognosis in HCC.^33^ Moreover, in another study Lu *et al.*^47^ demonstrated that overexpression of *BMP7* gene increases HCC cell viability and migration.

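The BMP7 probe listed in Supplementary Table S4 had a mean log2 ratio of -1.69 with a normexp offset of 0 in place of 50, and of -2.17 by the deposited log ratio, and it passed the 3-fold limit under both. The other 2 probes had -0.11 and -0.09 by the deposited log ratio.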

Interestingly, our microarray data analysis also provided evidence of the involvement of *NUPR1* in lipid metabolism regulation. 

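APOM, on chromosome 6 from 31733854 to 31733913, had a mean log2 ratio of -1.88 with an SD of 0.02 between the arrays. ADH4 and ACSL1 lie on chromosome 4, from 100264514 to 100264573 and from 185913726 to 185913739, and had -2.80 with an SD of 0.27 and -2.05 with an SD of 0.00934. ACOX2, on chromosome 3 from 58465948 to 58466007, had -1.60 with an SD of 0.22, and was under 3-fold with array 1 alone (-1.45) and with median centring (a fold of -2.98). SLC1A3, on chromosome 5 from 36723961 to 36724020, had -2.95 with an SD of 0.36. All 5 falls were larger than the spread between the arrays, and all 5 means reached 3-fold with the processing used here. The other probe of APOM had a mean log2 ratio of -1.69 and that of SLC1A3 had -2.97. All 5 genes are in Supplementary Table S4, so their median of -2.05 is not independent evidence.

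**Figure D3:**
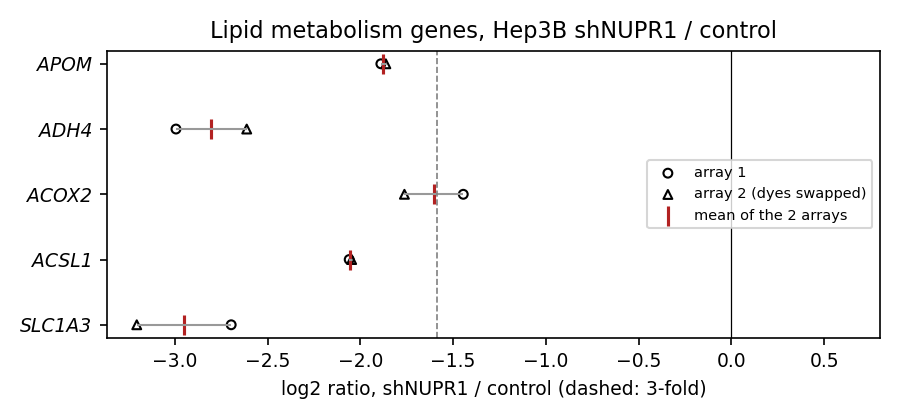
Log2 ratio of shNUPR1 over control for 5 lipid metabolism genes, with array 1 as circles, array 2 as triangles and their mean as a red bar. All means lie below the 3-fold limit, and the ACOX2 value of array 1 lies inside it.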

We found that several genes, such as *APOM*, *ADH4*, *ACOX2*, *ACSL1* and *SLC1A3*, were downregulated in Hep3B cells upon *NUPR1* suppression.

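The mean log2 ratio of RUNX2 by its brightest probe was -0.19, 87.6% of the level in control cells. Over the 11 alternative ways of processing it lay between -0.30 with the deposited log ratio and -0.12 with array 1 alone, and it reached 1.5-fold under none of them.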

Finally, we found that *NUPR1* suppression also resulted in *RUNX2* downregulation. Many authors have reported that *RUNX2* has an oncogenic role in different human malignancies,^36, 48^ although its role in HCC still remains unclear. We found that RUNX2 protein was significantly higher in HCC tissues than in LC and NL tissues and that RUNX2 mRNA was overexpressed in 8 out of the 12 (66.6%) HCC patient tissues, with a co-expression of RUNX2 mRNA and NUPR1 mRNA observed in 50% of RUNX2-positive HCC samples. This result was also supported by immunohistochemical analysis, which showed that expression of NUPR1 was significantly correlated with expression of RUNX2 in HCC tissues. Moreover, we demonstrated that *RUNX2* gene silencing significantly decreases cell growth and migration and increases Hep3B cell response to sorafenib treatment. In addition, and as previously reported,^36^ we observed that *RUNX2* suppression results in a strong downregulation of *NUPR1* and of the *NUPR1*-regulated genes *RELB* and *IER3*. These data imply the existence of a *NUPR1/RELB/IER3/RUNX2* pathway that may act as an auto-regulatory loop, which we demonstrated as having a key role in HCC cell growth, migration, invasion and chemoresistance. The identification of a NUPR1/RELB/IER3/RUNX2 pathway as a potential therapeutic target may contribute to the development of new treatment strategies for HCC management.

## Materials and Methods

### Tissue specimens and immunohistochemistry

The study included 17 primary HCC patients with hepatitis virus B (HBV)-associated (*n*=3) and HCV-associated (*n*=14) chronic liver disease (13 male, 4 female; mean age 63 years, range 50–82 years). Fresh tumor and non-tumor samples were collected during surgical resection and used for real-time PCR studies of *NUPR1* and *RUNX2* gene expression. All samples were snap-frozen and stored at −80 °C until RNA extraction. In five cases, paired tumor and surrounding non-tumor regions (cirrhotic tissues) were analyzed. All patients had in fact undergone surgery or liver transplantation at the Division of Surgery of the University Medical School of Palermo, Italy or at the Istituto Mediterraneo Trapianti e Terapie (ISMETT), Palermo, Italy. Informed consent was obtained from all patients. The study protocol is conformed to the ethical guidelines of the 1975 Declaration of Helsinki.

For immunohistochemical analyses, liver cancer tissue microarray (TMA) slides were purchased from Abcam (Abcam, Cambridge, UK). Each TMA slide contains 27 cases in duplicates: 3 NL, 3 premalignant, and 21 cancer tissues with progressive grades (5 Grade I, 12 Grade II and 4 Grade III) and TNM stages (17 T2N0M0, 3 T3N0M0 and 1 T4N0M0). Tissue sections in TMA were deparafinized and rehydrated and the antigen unmasking technique was performed using Novocastra Epitope Retrieval Solutions (Leica Microsystems Srl, Milan, Italy) at pH 6 or pH 9 in PT Link Dako (Dako Italia SRL, Milan, Italy) at 98 °C for 30 min. Subsequently, the sections were brought to room temperature and rinsed in PBS. After neutralization of the endogenous peroxidase with 3% H_2_O_2_ and Fc blocking by a specific protein block, the samples were incubated overnight at 4 °C with the primary antibodies against human NUPR1 (produced by Dr JL Iovanna) and RUNX2 (1:200, pH 6) purchased from Santa Cruz (Santa Cruz Biotechnologies Inc., Dallas, TX, USA). Staining was revealed by Polymer Detection Kit (Novocastra Leica Biosystems, Newcastle, UK) and 3,3′diaminobenzidine (DAB) substrate chromogen. The slides were counterstained with hematoxylin (Novocastra, Leica Biosystems). Negative control staining was performed by using rabbit immune sera instead of the primary antibodies. All the sections were analyzed under a Leica DM 2000 optical microscope (Leica Microsystems, Wetzlar, Germany) and microphotographs were collected using a Leica DFC320 digital camera (Leica).

The relative percentages of positive nuclei for NUPR1 or RUNX2, as well as staining intensity, were evaluated by two independent observers (AG and VC). Staining intensity was classified as follows: 0 (no staining), 1 (weak), 2 (moderate), and 3 (strong). Percentages of positive nuclei were classified as follows: 0 (no positive tumor nuclei), 1 (1–25% positive), 2 (26–50% positive), 3 (51–75% positive), and 4 (76–100% positive). The scores for staining intensity percentages and for positive nuclei were added together to give a single immunohistochemical staining score from 0 to 7.

### Reagents and cell culture

Sorafenib was purchased from Alexis Biochemical (Lausen, CH, Switzerland) and dissolved in dimethyl sulfoxide (DMSO). The human HCC cell lines HepG2, Hep3B, PLC/PRF/5 and Huh7 used in this study had a low passage number and were maintained as previously reported.^49^ HepG2 and Hep3B cells were obtained from the American Type Culture Collection (ATCC, Rockville, MD, USA). PLC/PRF/5 cells used in this study were a gift from Professor O Bussolati (University of Parma, Parma, Italy) and Huh7 were a gift from Professor M Levrero (Sapienza University of Rome, Rome, Italy). All cell lines were authenticated by short tandem repeat profiling (BMR Genomics, Padua, Italy), and used within 6 months of receipt. All cell cultures were routinely tested and found to be free of mycoplasma contamination.

### Immunofluorescence

HCC cells were seeded in chamber slides at 1.0 × 10^4^ cells/well in RPMI 10% FBS. After 24 h, cells were treated with 7.5 and 10 *μ*M sorafenib for 3 h. Cells treated with DMSO were used as controls. After treatment, cells were fixed, permeabilized and stained with primary anti-NUPR1 antibody. After staining, slides were mounted using Vectashield mounting medium with DAPI (Vector Laboratories Inc., Peterborough, UK) to visualize cell nuclei. Images were acquired with a Leica microscope.

### SiRNA transfection

Cells were seeded into 60-mm plates using medium without antibiotics and 24 h later transfected with 75 nmol/l siRNA targeting human-specific genes. Transfections were performed using the Lipofectamine RNAi Max reagent (Invitrogen, Carlsbad, CA, USA), according to the manufacturer's instructions. The following specific siRNAs were purchased from QIAGEN (Germantown, MD, USA): siNUPR1 #1 (SI02664326); siRELB #2 (SI00089117); siIER3 #2 (SI00057540); siRUNX2 #2 (SI00062993) and from Santa Cruz: siNUPR1 #2 (sc-40792); siRELB #1 (sc-36402); siIER3 #1 (sc-43859); and siRUNX2 #1 (sc-37145). Negative control siRNA (siNC) was purchased from QIAGEN (1027281).

### Extraction of cellular RNA and quantitative real-time PCR (qPCR)

Total RNA was extracted using TRIzol reagent according to the manufacturer's instructions. In all, 1.5 *μ*g of total RNA were subjected to reverse transcription to generate cDNA and qPCR was performed as previously reported.^49^ mRNA level was evaluated using specific QuantiTect Primer Assays (QIAGEN) as previously reported.^11, 49^ All samples were analyzed in triplicate.

### Cell viability and clonogenic assays

Twenty-four hours after transfection, cells were detached and plated in 96-well plates for MTS assay or 60-mm plates for colony assay and mRNA expression analysis. Transfected cells were exposed to sorafenib for an additional period of 48 h and then analyzed for cell viability. MTS assays were performed as previously reported.^49^ Each experiment was performed in triplicate and repeated three times. Cell viability was expressed as a percentage of the absorbance measured in the control cells. Values were expressed as means±S.D.

The effect of *NUPR1*, *RELB*, *IER3* and *RUNX2* gene silencing on cell viability was also assessed using a clonogenic assay, as previously described.^11, 12^ Relative colony formation was determined by the ratio of the average number of colonies in cells transfected with human-specific siRNA for *NUPR1*, *RELB*, *IER3* and *RUNX2* to the average number of colonies in siNC-transfected cells. All experiments were performed in duplicate and repeated three times.

### Wound healing, cell migration and invasion assays

For wound-healing assay 24 h after transfection, 5.0 × 10^5^ cells transfected with human *NUPR1* siRNA and with siNC were plated on 35-mm plates until confluent. Cells were scratched using 200-*μ*l tips, washed and cultured in fresh media. Transwell cell migration and invasion assays were performed as previously described.^36^

### Stable shRNA-mediated NUPR1 transfection

For stable clone generation, Hep3B cells were seeded in six-well plates in RPMI medium without antibiotics. After 24 h, cells were transfected with 2 *μ*g of *NUPR1*-specific shRNA or scramble shRNA (pSilencer), containing a region for resistance to puromycin, and Lipofectamine 2000 (Invitrogen), according to the manufacturer's instructions. Stable clones were selected in 2 *μ*g/ml puromycin for 8 weeks, after which single clones were selected using a limited dilution technique. *NUPR1* gene silencing was tested by qPCR.

### NUPR1 shRNA stable clone cell viability

Cell proliferation (cell index) was analyzed using the xCELLigence Real-Time Cell Analyzer instrument, as previously reported.^36^ In addition, to evaluate the effect of *NUPR1* shRNA-mediated knockdown on cell response to sorafenib treatment, cells were plated in six-well plates at 3.0 × 10^5^/well and treated with different concentrations of sorafenib. Cells were trypsinized 48 h after treatment and counted after staining with 0.4% (w/v) trypan blue (Sigma-Aldrich Srl, Milan, Italy).

### Western blotting analyses

Whole-cell lysates were obtained using RIPA buffer (Cell Signaling Technologies Inc., Danvers, MA, USA) and western blotting analyses were performed as previously described,^49^ with primary antibodies raised against ERK1/2, phospho-ERK1/2 (Cell Signaling) and *β*-actin (Sigma-Aldrich).

### *In vivo* studies

A total of 10 × 10^6^ Hep3B cells stably expressing shRNA against *NUPR1* or control shRNA (pSilencer) were implanted subcutaneously in female nude athymic mice (Fox1 nu/nu) (6 weeks old, male; *n*=12) obtained from Envigo (Udine, Italy). The mice were examined for tumor formation for 4 weeks and were killed in conformity with institutional guidelines, which are in compliance with national (D.L., 116 G.U., Suppl.40; 18 February 1992) and international laws and policies (ECC Council Directive 86/609, OJ L358.1, 12 December 1987). This study was authorized by the Italian Ministry of Health.

### Bioinformatics, gene expression profiling and data analysis

Nine HCC public data sets were analyzed for the pattern of *NUPR1* gene mRNA expression by the Oncomine software (https://www.oncomine.com). Clinical and pathological features were available in four data sets (Supplementary Table S1). Expression fold change, data normalization and the statistical significance of the differential analysis data were obtained using Oncomine algorithms.

Open-source Jasper database (http://jaspar.genereg.net/) was used to predict the binding sites of RUNX2 in the promoter region of the *NUPR1* gene. This bioinformatics tool includes a collection of transcription factor DNA-binding preferences, modeled as matrices. To this purpose, the sequence Chr16:28535905-28541804 (GeneBank: Chromosome 16, NC_000016.10 – GRCh38.p2 Primary Assembly), including 3003 bp downstream and 2897 bp upstream ATG codon, here considered as *NUPR1* promoter region, was selected for the Jaspar prediction analysis. In this analysis, only the predicted sites of RUNX2 factor with a relative profile score threshold >80% was considered.

Gene expression was analyzed using Agilent 44K Human Whole Genome Oligonucleotide Microarrays (containing ~44 000 genes) (Agilent, Palo Alto, CA, USA), as previously described.^11, 12, 36^ All microarray experiments were performed in duplicate, using dye-swap during labeling. The GeneSpring software (Agilent) was used to generate lists of selected genes for the different statistical and visualization methods. 

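The text does not state how the gene lists were normalized. The folds of all 426 entries of Supplementary Table S4 equal the mean over both arrays of the deposited log ratio of the matched probe, turned to shNUPR1 over control, with a largest difference of 0.00891 on the log2 scale. By that ratio and the filter on dim probes used here, 275 probes were at least 3-fold higher and 155 at least 3-fold lower, of which 271 and 153 are in the table. The 2 entries that were not among them, MGC2848 and BM968605, did not pass the filter on dim probes.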

Network and pathway analyses of the microarray data were completed using the IPA software (http://www.Ingenuity.com). The microarray data were deposited in the GEO database with accession number GSE73521.

### Statistical analysis

Statistical analysis was performed using Student's *t*-test (two-tailed), with *P*<0.05. The Mann–Whitney *U*-test and Spearman's rank correlation test were used when appropriate.

## Figures and Tables

**Figure 1:**
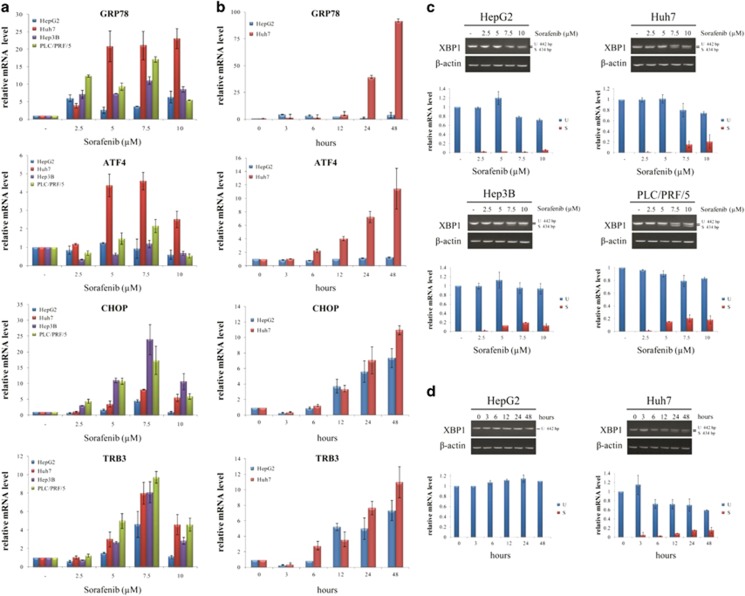
Expression of ER stress genes after sorafenib treatment in HCC cells. (**a** and **c**) Dose- and (**b** and **d**) time-dependent effects of sorafenib treatment on ER stress gene expression in HCC cell lines determined by qPCR (**a** and **b**) and semiquantitative-PCR (**c** and **d**). In panels (**a** and **c**), HCC cells were treated with the indicated concentrations of sorafenib, and total RNA was extracted after 24 h of treatment. In panels (**b** and **d**), HepG2 and Huh7 cells were treated with 7.5 *μ*M sorafenib, and total RNA was extracted at different times of treatment. U=unspliced XBP1 mRNA; S=spliced XBP1 mRNA. In panels (**a** and **b**), relative expression was calculated as the ratio of drug-treated samples *versus* control (DMSO) and corrected by the quantified expression level of *β*-actin. The results shown are the means±S.D. of three experiments, each performed in triplicate

**Figure 2:**
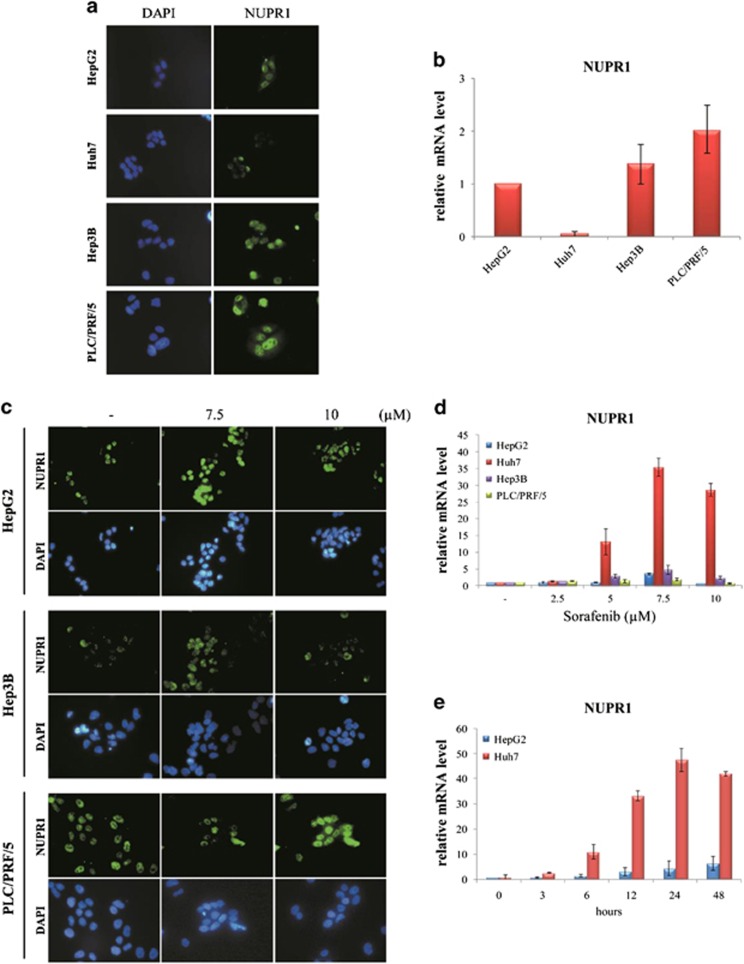
Expression of NUPR1 in HCC cells. (**a**) NUPR1 protein and (**b**) mRNA expression in HCC cells in basal condition. (**c**) Immunofluorescence analysis of NUPR1 protein expression after treatment for 3 h with the indicated concentrations of sorafenib in HCC cells. (**d**) HCC cells were treated with the indicated concentrations of sorafenib, and total RNA was extracted after 24 h of treatment. (**e**) HepG2 and Huh7 cells were treated with 7.5 *μ*M sorafenib, and total RNA was extracted at different times of treatment

**Figure 3:**
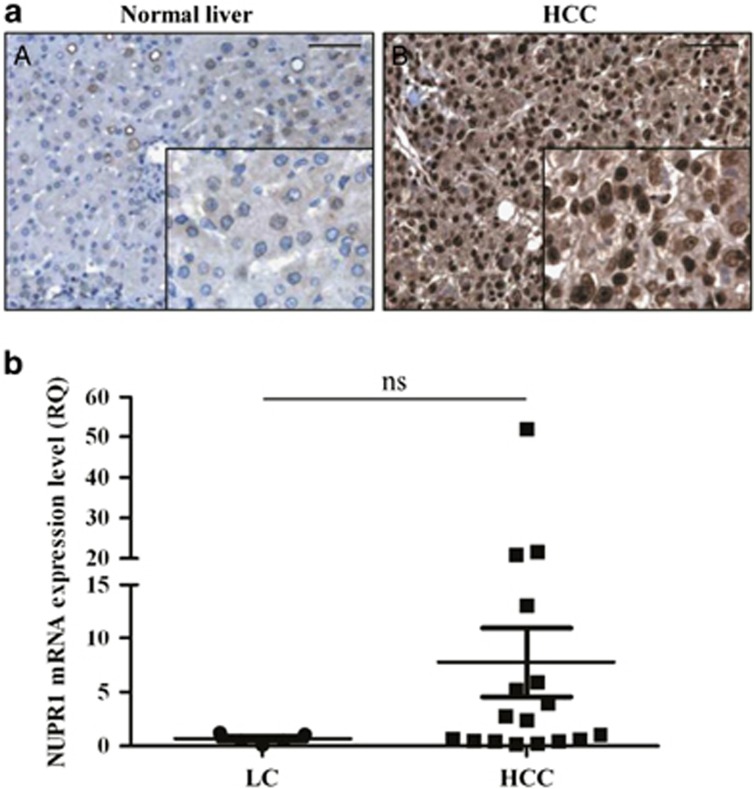
NUPR1 expression in human HCC samples. (**a**) NUPR1 protein expression levels were examined by immunohistochemistry in the NL (**A**) and HCC (**B**) tissues. Magnification= × 20, insert magnification= × 40. Scale bar=100 *μ*m. (**b**) *NUPR1* gene expression analysis in 17 HCC tissues and 5 surrounding non-tumor cirrhotic tissues (LC) performed by qPCR. Data are indicated as *NUPR1* fold change (relative quantitation, RQ) compared with control (RQ=1 calculated as the mean of NUPR1 Ct in NL tissues). Data are expressed as mean±S.D. NS=non-significant

**Figure 4:**
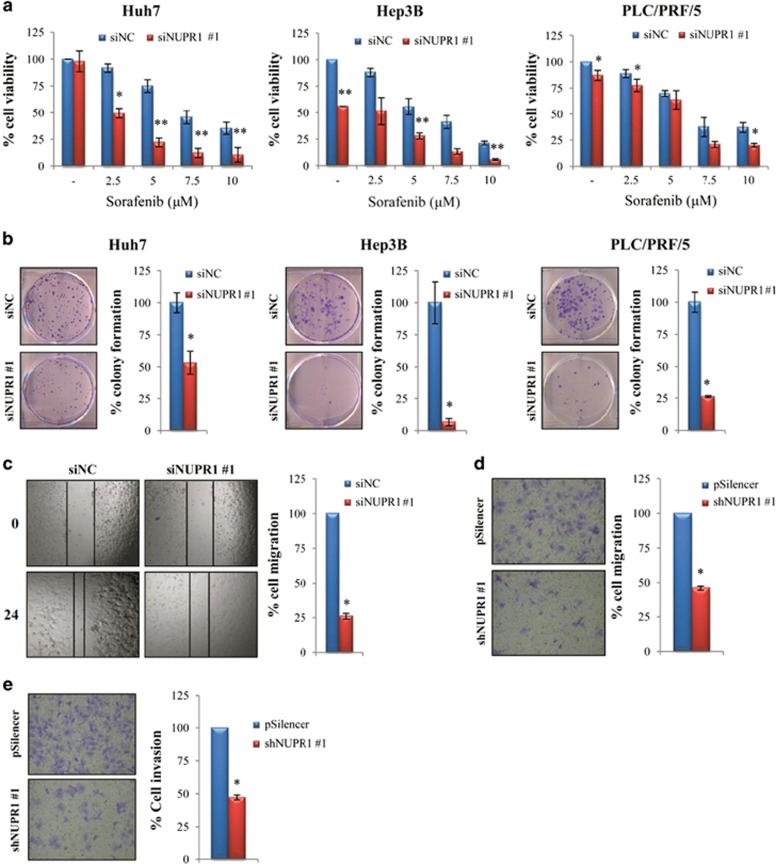
NUPR1 regulates cell viability, growth, migration and invasion of HCC cells. (**a**) Cell viability of HCC cells transfected with siNUPR1 (siNUPR1 #1) and siNC was assessed by MTS assay after treatment with the indicated concentrations of sorafenib for 48 h. Data are expressed as the percentage of control cells and are the means±S.D. of three separate experiments, each performed in triplicate. *P<0.05, **P<0.01. (**b**) Representative images of clonogenic assay of HCC cells transfected with siNUPR1 (siNUPR1 #1) and siNC. The experiment continued for 14 days. Surviving colonies were stained and counted. Data are expressed as the percentage of colonies and are the means±S.D. of three separate experiments, each performed in duplicate. (**c**) Representative images of wound-healing assay after *NUPR1* siRNA-mediated gene silencing (shNUPR1 #1) in PLC/PRF/5. The experiment was conducted for 24 h. Data are reported as the percentage of cell migration and represent the average±S.D. of three experiments, each performed in duplicate. *P<0.05. (**d**) Representative images of transwell migration assay of Hep3B shNUPR1 (shNUPR1 #1) or Hep3B pSilencer cells. Data are reported as the percentage of migrated cells compared with control (siNC) and are the means±S.D. of three separate experiments, each performed in duplicate (*P<0.05). (**e**) Matrigel invasion assay in Hep3B shNUPR1 cells (shNUPR #1) compared with pSilencer as control. Data are reported as the percentage of invaded cells compared with control (pSilencer) and are the means±S.D. of three separate experiments, each performed in duplicate. *P<0.05

**Figure 5:**
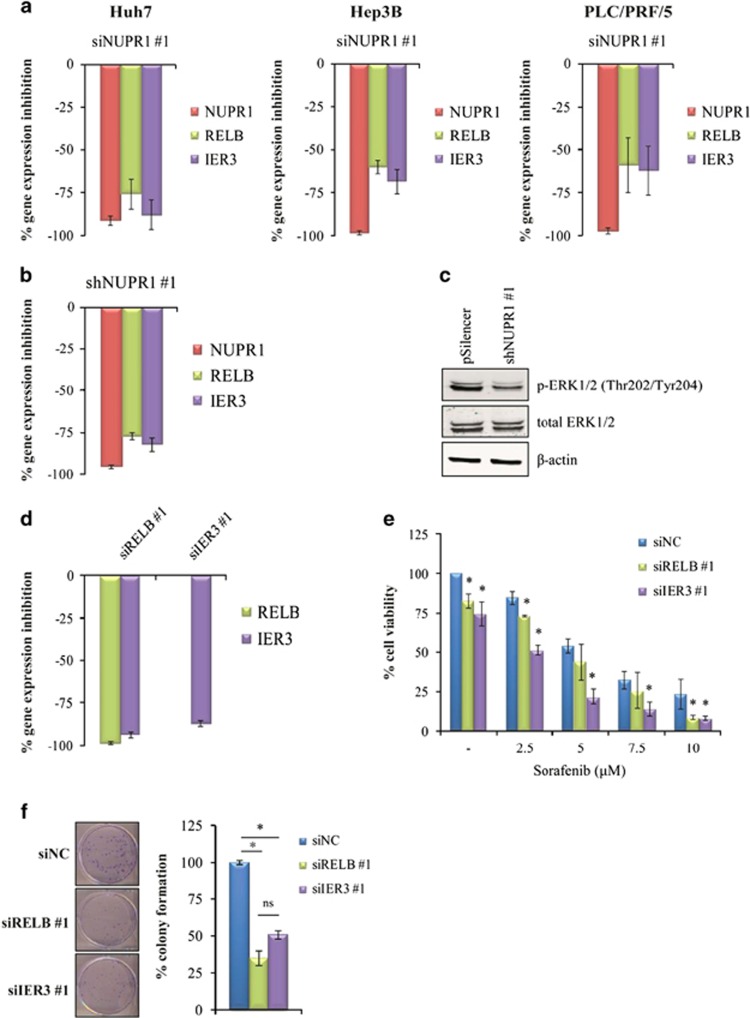
NUPR1 regulates expression of *RELB* and *IER3* genes, and RELB and IER3 regulate cell viability and the colony-formation capacity of HCC cells. (**a**) Gene expression analysis by qPCR in HCC cells after *NUPR1* gene silencing (siNUPR1 #1). Data are reported as the percentage of gene expression inhibition of each gene and are the means±S.D. of three separate experiments, each performed in triplicate. (**b**) Gene expression analysis, by qPCR, in Hep3B shNUPR1 (shNUPR1 #1) cells compared with pSilencer, as control. Data are expressed as reported in panel (**a**). (**c**) Western blotting analysis of *P*-ERK1/2 (Thr202/Tyr204) and total ERK1/2 in Hep3B shNUPR1 (shNUPR #1) and in control cells (pSilencer). (**d**) Gene expression analyses by qPCR after *RELB* and *IER3* gene silencing in Hep3B cells. Data are expressed as reported in panel (**a**). (**e**) Cell viability of Hep3B cells transfected with siRELB, siIER3 and siNC was assessed by MTS assay after treatment with the indicated sorafenib concentrations for 48 h. Data are expressed as reported in Figure 4. *P<0.05. (**f**) Representative images of the clonogenic assay of Hep3B cells transfected with siRELB, siIER3 and siNC. The experiment continued for 14 days. Surviving colonies were stained and counted. Data are expressed as reported in Figure 4. *P<0.05; ns=non-significant

**Figure 6:**
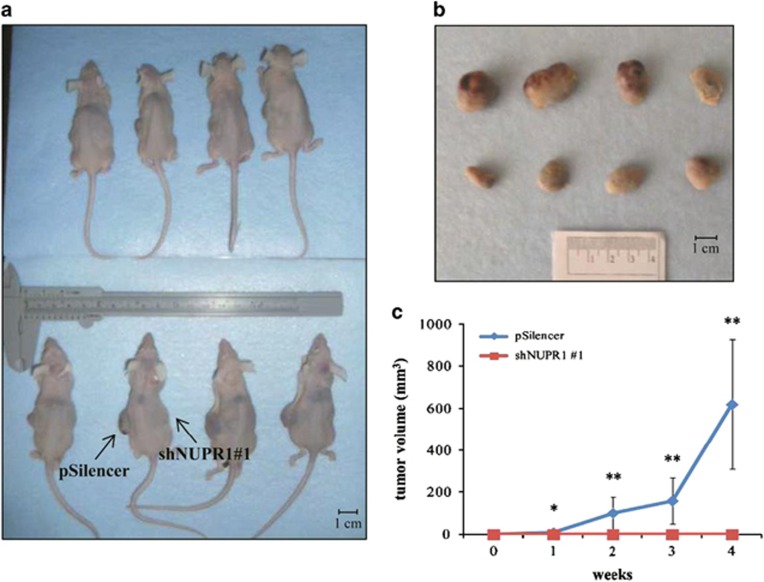
*NUPR1* knockdown inhibited tumor growth of Hep3B cells in nude mice. (**a**) Microphotography of 8 out of the 12 mice inoculated with stable Hep3B cells harboring *NUPR1* shRNA (shNUPR1) (right flank) or non-specific shRNA (pSilencer) (left flank). (**b**) Microphotographs of tumors collected after 4 weeks of injection with Hpe3B pSilencer cells. (**c**) Tumor growth of Hep3B cells harboring pSilencer or shNUPR1. *P<0.05; **P<0.01

**Figure 7:**
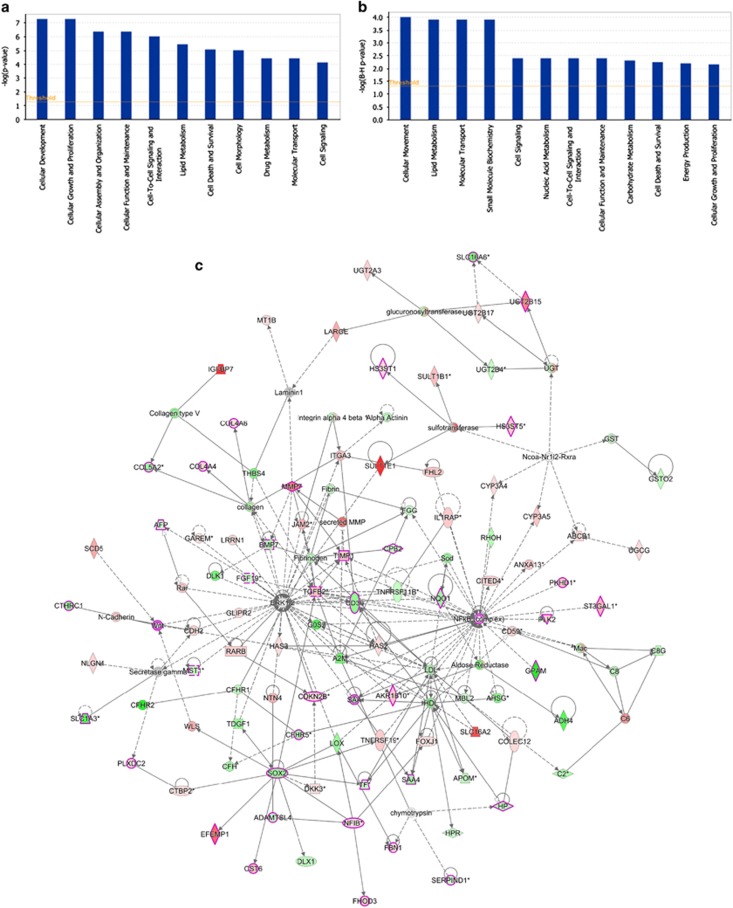
Functional analysis for the data set of differentially expressed genes and network analysis of dynamic gene expression obtained following shRNA-mediated *NUPR*1 knockdown in Hep3B cells. (**a** and **b**) IPA functional pathway analyses of genes differentially expressed (≥ 3-fold) in Hep3B cells upon *NUPR1* suppression. Top functions that meet a *P*-value cutoff of 0.05 are displayed. The orange line represents the cutoff value for significance. (**a**) Genes that were upregulated and (**b**) genes downregulated. (**c**) The five top-scoring networks were merged and are displayed graphically as nodes (genes/gene products) and edges (the biological relationships between the nodes). Intensity of the node color indicates the degree of up regulation (red) or downregulation (green). Nodes are displayed using various shapes that represent the functional class of the gene product (rhomboid=transporter; square=cytokine; diamond=enzyme; vertical oval=transmembrane receptor; horizontal oval=transcription factor; rectangle=nuclear receptor; hexagon=translation factor; circle=other). Edges are displayed with various labels that describe the nature of the relationship between the nodes:→acts on; -— binding only. The length of an edge reflects the evidence supporting the specific node-to-node relationship, as edges supported by articles from the literature are shorter. Dotted edges represent indirect interaction

**Figure 8:**
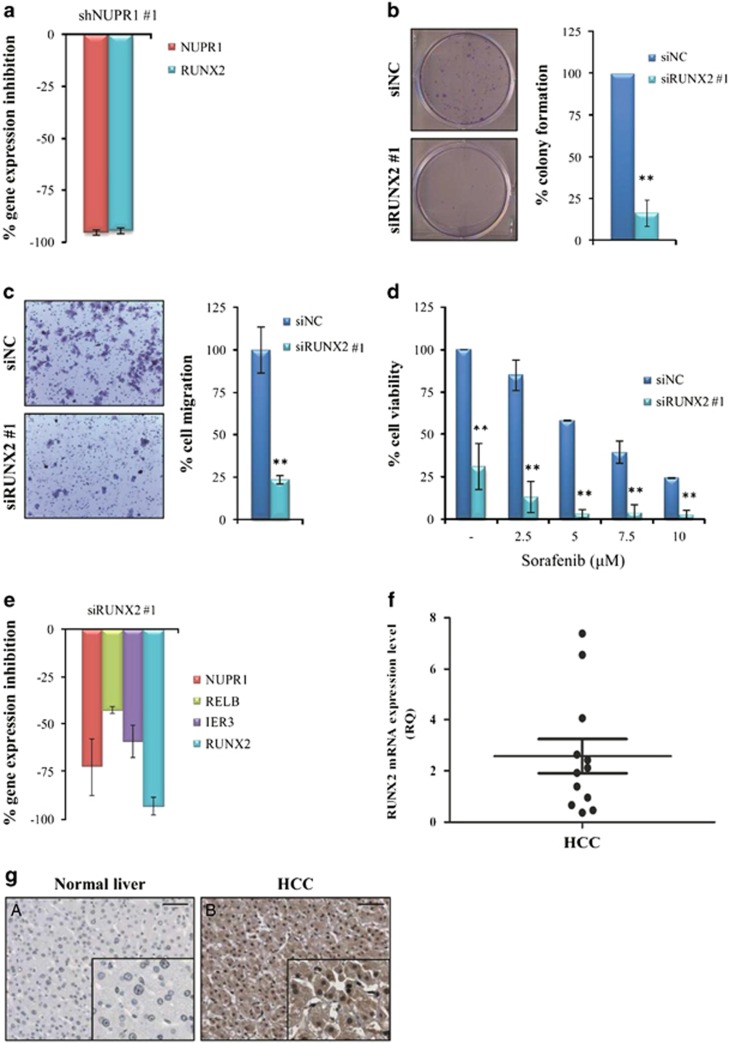
RUNX2 regulates cell viability, growth, migration and the expression of *NUPR1*, *RELB* and *IER3* genes in Hep3B cells and is expressed in human HCC samples. (**a**) Gene expression analysis by qPCR after *NUPR1* gene silencing (shNUPR1 #1) in Hep3B cells. (**b**) Colony assay after *RUNX2* siRNA-mediated gene knockdown. Data are expressed as reported in Figure 4. (**c**) Representative images of transwell migration assay after *RUNX2* gene silencing in Hep3B cells. Data are expressed as reported in Figure 4.**P<0.01. (**d**) Cell viability of Hep3B cells transfected with siRUNX2 (siRUNX2 #1) and siNC was assessed by MTS assay after treatment with the indicated concentrations of sorafenib for 48 h. Data are expressed as reported in Figure 4. (**e**) Gene expression analysis after *RUNX2* gene silencing (siRUNX2 #1) in Hep3B cells performed by qPCR. Data are expressed as reported in Figure 5. (**f**) *RUNX2* gene expression analysis in 12 HCC tissues performed by qPCR. Data are indicated as reported in Figure 3. (**g**) RUNX2 protein expression levels were examined by immunohistochemistry in the NL (**A**) and HCC tissues (**B**). Magnification= × 20, insert magnification= × 40. Scale bar=100 *μ*m

## Abbreviations

ATF4: activating transcription factor 4
BMP7: bone morphogenetic protein 7
CDKN2B: cyclin-dependent kinase inhibitor 2B
CHOP: C/EBP-homologous protein
DKK3: Dickkopf 3
ER: endoplasmic reticulum
ERK: extracellular signal-regulated kinase
FGF19: fibroblast growth factor 19
HCC: hepatocellular carcinoma
IER3: immediate early response 3
MEK: mitogen-extracellular activated protein kinase kinase
NUPR1: nuclear protein-1
qPCR: quantitative real-time PCR
RELB: V-rel avian reticuloendotheliosis viral oncogene homolog B
RUNX2: Runt-related transcription factor 2
shRNA: short hairpin RNA
siRNA: small interference RNA
TGF*β*2: transforming growth factor *β*2
TRB3: Tribbles homolog 3
XBP1: X-box-binding protein 1.

## References

[bib1] Cervello M, McCubrey JA, Cusimano A, Lampiasi N, Azzolina A, Montalto G. Targeted therapy for hepatocellular carcinoma: novel agents on the horizon. Oncotarget 2012; 3: 236–260.2247019410.18632/oncotarget.466PMC3359882

[bib2] Wilhelm SM, Carter C, Tang L, Wilkie D, McNabola A, Rong H et al. Bay 43-9006 exhibits broad spectrum oral antitumor activity and targets the Raf/MEK/ERK pathway and receptor tyrosine kinases involved in tumor progression and angiogenesis. Cancer Res 2004; 64: 7099–7109.1546620610.1158/0008-5472.CAN-04-1443

[bib3] Liu L, Cao Y, Chen C, Zhang X, McNabola A, Wilkie D et al. Sorafenib blocks the RAF/MEK/ERK pathway, inhibits tumor angiogenesis, and induces tumor cell apoptosis in hepatocellular carcinoma model PLC/PRF/5. Cancer Res 2006; 66: 11851–11858.1717888210.1158/0008-5472.CAN-06-1377

[bib4] Tai WT, Cheng AL, Shiau CW, Huang HP, Huang JW, Chen PJ et al. Signal transducer and activator of transcription 3 is a major kinase-independent target of sorafenib in hepatocellular carcinoma. J Hepatol 2011; 55: 1041–1048.2135422610.1016/j.jhep.2011.01.047

[bib5] Yi P, Higa A, Taouji S, Bexiga MG, Marza E, Arma D et al. Sorafenib-mediated targeting of the AAA+ ATPase p97/VCP leads to disruption of the secretory pathway, endoplasmic reticulum stress, and hepatocellular cancer cell death. Mol Cancer Ther 2012; 11: 2610–2620.2304154410.1158/1535-7163.MCT-12-0516

[bib6] Fiume L, Manerba M, Vettraino M, Di Stefano G. Effect of sorafenib on the energy metabolism of hepatocellular carcinoma cells. Eur J Pharmacol 2011; 670: 39–43.2192426210.1016/j.ejphar.2011.08.038

[bib7] Tesori V, Piscaglia AC, Samengo D, Barba M, Bernardini C, Scatena R et al. The multikinase inhibitor sorafenib enhances glycolysis and synergizes with glycolysis blockade for cancer cell killing. Sci Rep 2015; 5: 9149.2577976610.1038/srep09149PMC4361992

[bib8] Inamoto T, Azuma H. Sorafenib increases endoplasmic reticulum (ER) stress in concert with vorinostat. Cancer Biol Ther 2011; 12: 1018.2209513310.4161/cbt.12.12.18135

[bib9] Shi YH, Ding ZB, Zhou J, Hui B, Shi GM, Ke AW et al. Targeting autophagy enhances sorafenib lethality for hepatocellular carcinoma via ER stress-related apoptosis. Autophagy 2011; 7: 1159–1172.2169114710.4161/auto.7.10.16818

[bib10] Holz MS, Janning A, Renné C, Gattenlöhner S, Spieker T, Bräuninger A. Induction of endoplasmic reticulum stress by sorafenib and activation of NF-κB by lestaurtinib as a novel resistance mechanism in Hodgkin lymphoma cell lines. Mol Cancer Ther 2013; 12: 173–183.2324306010.1158/1535-7163.MCT-12-0532

[bib11] Cervello M, Bachvarov D, Lampiasi N, Cusimano A, Azzolina A, McCubrey JA et al. Molecular mechanisms of sorafenib action in liver cancer cells. Cell Cycle 2012; 11: 2843–2855.2280154810.4161/cc.21193

[bib12] Cervello M, Bachvarov D, Lampiasi N, Cusimano A, Azzolina A, McCubrey JA et al. Novel combination of sorafenib and celecoxib provides synergistic anti-proliferative and pro-apoptotic effects in human liver cancer cells. PLoS One 2013; 8: e65569.2377650210.1371/journal.pone.0065569PMC3680460

[bib13] Mallo GV, Fiedler F, Calvo EL, Ortiz EM, Vasseur S, Keim V et al. Cloning and expression of the rat p8 cDNA, a new gene activated in pancreas during the acute phase of pancreatitis, pancreatic development, and regeneration, and which promotes cellular growth. J Biol Chem 1997; 272: 32360–32369.940544410.1074/jbc.272.51.32360

[bib14] Cano CE, Hamidi T, Sandi MJ, Iovanna JL. Nupr1: the Swiss-knife of cancer. J Cell Physiol 2011; 226: 1439–1443.2065851410.1002/jcp.22324

[bib15] Carracedo A, Lorente M, Egia A, Blázquez C, García S, Malicet C et al. The stress regulated protein p8 mediates cannabinoid-induced apoptosis of tumor cells. Cancer Cell 2006; 9: 301–312.1661633510.1016/j.ccr.2006.03.005

[bib16] Hamidi T, Algül H, Cano CE, Sandi MJ, Molejon MI, Riemann M et al. Nuclear protein 1 promotes pancreatic development and protects cell from stress by inhibiting apoptosis. J Clin Invest 2012; 122: 2092–2103.2256531010.1172/JCI60144PMC3366404

[bib17] Sandi MJ, Hamidi T, Malicet C, Cano C, Loncle C, Pierres A et al. p8 controls pancreatic cancer cells migration, invasion, adhesion and tumorigenesis. J Cell Physiol 2011; 226: 3442–3451.2134439710.1002/jcp.22702

[bib18] Giroux V, Malicet C, Barthet M, Gironella M, Archange C, Dagorn JC et al. p8 is a new target of gemcitabine in pancreatic cancer cells. Clin Cancer Res 2006; 12: 235–241.1639704710.1158/1078-0432.CCR-05-1700

[bib19] Vincent AJ, Ren S, Harris LG, Devine DJ, Samant RS, Fodstad O et al. Cytoplasmic translocation of p21 mediates NUPR1-induced chemoresistance: NUPR1 and p21 in chemoresistance. FEBS Lett 2012; 586: 3429–3434.2285837710.1016/j.febslet.2012.07.063

[bib20] Taïeb D, Malicet C, Garcia S, Rocchi P, Arnaud C, Dagorn JC et al. Inactivation of stress protein p8 increases murine carbon tetrachloride hepatotoxicity via preserved CYP2E1 activity. Hepatology 2005; 42: 176–182.1596232710.1002/hep.20759

[bib21] Lee YK, Jee BA, Kwon SM, Yoon YS, Xu WG, Wang HJ et al. Identification of a mitochondrial defect gene signature reveals NUPR1 as a key regulator of liver cancer progression. Hepatology 2015; 62: 1174–1189.2617306810.1002/hep.27976PMC6312643

[bib22] Bak Y, Shin HJ, Bak IS, Yoon DY, Yu DY. Hepatitis B virus X promotes hepatocellular carcinoma development via nuclear protein 1 pathway. Biochem Biophys Res Commun 2015; 466: 676–681.2639231510.1016/j.bbrc.2015.09.082

[bib23] Archer KJ, Mas VR, David K, Maluf DG, Bornstein K, Fisher RA. Identifying genes for establishing a multigenic test for hepatocellular carcinoma surveillance in hepatitis C virus-positive cirrhotic patients. Cancer Epidemiol Biomarkers Prev 2009; 18: 2929–2932.1986151510.1158/1055-9965.EPI-09-0767PMC2783293

[bib24] Chen X, Cheung ST, So S, Fan ST, Barry C, Higgins J et al. Gene expression patterns in human liver cancers. Mol Biol Cell 2002; 13: 1929–1939.1205806010.1091/mbc.02-02-0023.PMC117615

[bib25] Chiang DY, Villanueva A, Hoshida Y, Peix J, Newell P, Minguez B et al. Focal gains of VEGFA and molecular classification of hepatocellular carcinoma. Cancer Res 2008; 68: 6779–6788.1870150310.1158/0008-5472.CAN-08-0742PMC2587454

[bib26] Jia HL, Ye QH, Qin LX, Budhu A, Forgues M, Chen Y et al. Gene expression profiling reveals potential biomarkers of human hepatocellular carcinoma. Clin Cancer Res 2007; 13: 1133–1139.1731782110.1158/1078-0432.CCR-06-1025

[bib27] Liao YL, Sun YM, Chau GY, Chau YP, Lai TC, Wang JL et al. Identification of SOX4 target genes using phylogenetic footprinting-based prediction from expression microarrays suggests that overexpression of SOX4 potentiates metastasis in hepatocellular carcinoma. Oncogene 2008; 27: 5578–5589.1850443310.1038/onc.2008.168

[bib28] Mas VR, Maluf DG, Archer KJ, Yanek K, Kong X, Kulik L et al. Genes involved in viral carcinogenesis and tumor initiation in hepatitis C virus-induced hepatocellular carcinoma. Mol Med 2009; 15: 85–94.1909899710.2119/molmed.2008.00110PMC2605622

[bib29] Roessler S, Jia HL, Budhu A, Forgues M, Ye QH, Lee JS et al. A unique metastasis gene signature enables prediction of tumor relapse in early-stage hepatocellular carcinoma patients. Cancer Res 2010; 70: 10202–10212.2115964210.1158/0008-5472.CAN-10-2607PMC3064515

[bib30] Wurmbach E, Chen YB, Khitrov G, Zhang W, Roayaie S, Schwartz M et al. Genome-wide molecular profiles of HCV-induced dysplasia and hepatocellular carcinoma. Hepatology 2007; 45: 938–947.1739352010.1002/hep.21622

[bib31] Letourneux C, Rocher G, Porteu F. B56-containing PP2A dephosphorylate ERK and their activity is controlled by the early gene IEX-1 and ERK. EMBO J 2006; 25: 727–738.1645654110.1038/sj.emboj.7600980PMC1383561

[bib32] Garcia MN, Grasso D, Lopez-Millan MB, Hamidi T, Loncle C, Tomasini R et al. IER3 supports KRASG12D-dependent pancreatic cancer development by sustaining ERK1/2 phosphorylation. J Clin Invest 2014; 124: 4709–4722.2525057010.1172/JCI76037PMC4347237

[bib33] Li W, Cai HX, Ge XM, Li K, Xu WD, Shi WH. Prognostic significance of BMP7 as an oncogene in hepatocellular carcinoma. Tumor Biol 2013; 34: 669–674.10.1007/s13277-012-0594-x23179403

[bib34] Tou L, Quibria N, Alexander JM. Transcriptional regulation of the human Runx2/Cbfa1 gene promoter by bone morphogenetic protein-7. Mol Cell Endocrinol 2003; 205: 121–129.1289057410.1016/s0303-7207(03)00151-5

[bib35] Gu K, Zhang L, Jin T, Rutherford RB. Identification of potential modifiers of Runx2/Cbfa1 activity in C2C12 cells in response to bone morphogenetic protein-7.Cells. Tissues Organs 2004; 176: 28–40.10.1159/00007502514745233

[bib36] Wang ZQ, Keita M, Bachvarova M, Gobeil S, Morin C, Plante M et al. Inhibition of RUNX2 transcriptional activity blocks the proliferation, migration and invasion of epithelial ovarian carcinoma cells. PLoS One 2013; 8: e74384.2412445010.1371/journal.pone.0074384PMC3790792

[bib37] Ree AH, Pacheco MM, Tvermyr M, Fodstad O, Brentani MM. Expression of a novel factor, com1, in early tumor progression of breast cancer. Clin Cancer Res 2000; 6: 1778–1783.10815897

[bib38] Cano CE, Iovanna JL. Stress proteins and pancreatic cancer metastasis. Scientific World Journal 2010; 10: 1958–1966.2089058510.1100/tsw.2010.186PMC5763959

[bib39] Ree AH, Tvermyr M, Engebraaten O, Rooman M, Røsok O, Hovig E et al. Expression of a novel factor in human breast cancer cells with metastatic potential. Cancer Res 1999; 59: 4675–4680.10493524

[bib40] Arlt A, Schäfer H. Role of the immediate early response 3 (IER3) gene in cellular stress response, inflammation and tumorigenesis. Eur J Cell Biol 2011; 90: 545–552.2111211910.1016/j.ejcb.2010.10.002

[bib41] Kwon SM, Kim DS, Won NH, Park SJ, Chwae YJ, Kang HC et al. Genomic copy number alterations with transcriptional deregulation at 6p identify an aggressive HCC phenotype. Carcinogenesis 2013; 34: 1543–1550.2350863710.1093/carcin/bgt095

[bib42] Dzieran J, Fabian J, Feng T, Coulouarn C, Ilkavets I, Kyselova A et al. Comparative analysis of TGF-β/Smad signaling dependent cytostasis in human hepatocellular carcinoma cell lines. PLoS One 2013; 8: e72252.2399107510.1371/journal.pone.0072252PMC3750029

[bib43] Ding Z, Qian YB, Zhu LX, Xiong QR. Promoter methylation and mRNA expression of DKK-3 and WIF-1 in hepatocellular carcinoma. World J Gastroenterol 2009; 15: 2595–2601.1949618810.3748/wjg.15.2595PMC2691489

[bib44] Ren WH, Li YW, Li R, Feng HB, Wu JL, Wang HR. P15 gene methylation in hepatocellular carcinomas: a systematic review and meta-analysis. Int J Clin Exp Med 2015; 8: 4762–4768.26131050PMC4483910

[bib45] Miura S, Mitsuhashi N, Shimizu H, Kimura F, Yoshidome H, Otsuka M et al. Fibroblast growth factor 19 expression correlates with tumor progression and poorer prognosis of hepatocellular carcinoma. BMC Cancer 2012; 12: 56.2230959510.1186/1471-2407-12-56PMC3293719

[bib46] Sawey ET, Chanrion M, Cai C, Wu G, Zhang J, Zender L et al. Identification of a therapeutic strategy targeting amplified FGF19 in liver cancer by oncogenomic screening. Cancer Cell 2011; 19: 347–358.2139785810.1016/j.ccr.2011.01.040PMC3061399

[bib47] Lu JW, Hsia Y, Yang WY, Lin YI, Li CC, Tsai TF et al. Identification of the common regulators for hepatocellular carcinoma induced by hepatitis B virus X antigen in a mouse model. Carcinogenesis 2012; 33: 209–219.2202190810.1093/carcin/bgr224

[bib48] Owens TW, Rogers RL, Best SA, Ledger A, Mooney AM, Ferguson A et al. Runx2 is a novel regulator of mammary epithelial cell fate in development and breast cancer. Cancer Res 2014; 74: 5277–5286.2505612010.1158/0008-5472.CAN-14-0053PMC4178131

[bib49] Cusimano A, Azzolina A, Iovanna JL, Bachvarov D, McCubrey JA, D'Alessandro N et al. Novel combination of celecoxib and proteasome inhibitor MG132 provides synergistic antiproliferative and proapoptotic effects in human liver tumor cells. Cell Cycle 2010; 9: 1399–1410.2030537410.4161/cc.9.7.11254

How the deposited data were processed for this re-analysis (not part of the article)

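Gene expression of a stable Hep3B shNUPR1 clone was compared with that of the pSilencer control clone on 2 two-colour Agilent 44K whole human genome arrays with a dye swap. The authors deposited, for each spot, the mean intensity and the median intensity of the local background in green (Cy3) and red (Cy5), as read by Feature Extraction without background subtraction, and flags for spots well above background, saturated or outlying. They also deposited a processed intensity, which is background-subtracted, detrended and dye-normalized by the same software, but it was not used here. The log10 values that the authors deposited are ratios of red over green of the processed intensities, not turned for the dye swap. The series table they deposited holds the same log10 ratios, with a largest difference of 0.0165 after conversion to log2. The p-value deposited with each spot is that of its ratio in the error model of Feature Extraction. No column of the series table was left unmatched. The paper names GeneSpring for its gene lists, and its text names no normalization for them.

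Mean intensities were background corrected with the normexp method of limma 3.58.1 in R 4.3.3, against the median local background and with an offset of 50, and normalized within each array by loess. The 1639 control spots of each array were left out after the background correction, and spots with a non-uniformity or population outlier flag were left out of the loess fit and of all values. No normalization between arrays was made. The log2 ratio of array 2 was turned to shNUPR1 over control, spots of one probe were averaged, and a probe counted as well above background when more than 50% of its spots did. Probes were kept when they were well above background on both arrays in at least 1 clone, which left out 837 of the 41000 probes as dim and 8 for their flags. Tables were read and joined with data.table 1.17.8, Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures were drawn with Matplotlib 3.10.9. Positions are those the array files give on hg18, and 40584 probes have one. Gene names are those of the array files. A RefSeq gene table for GRCh38.p14 was used for names only, and 25398 accessions matched it, 3647 of them under another current symbol.

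The 2 arrays were treated as 1 replicate, since neither the text nor the labels say that separate RNA extracts were used. A probe was called when the mean log2 ratio was at least 3-fold with the same sign on both arrays. The signal over background limits which changes of dim probes can be seen, because the offset pulls their ratios toward 0. The calling step was tested on simulated arrays. The statistics section of the paper names a two-tailed Student's test for the whole paper and does not say how it was applied to the arrays. Folds of Supplementary Table S4 were matched to probes by gene name, accession and, where several probes remained, by the fold.

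The rules for naming genes, all alternatives but 1 and the lists of genes were set before the data were examined. The genes named are the genes the text names for the arrays or the NUPR1 pathway, those of Supplementary Table S6, the genes of NF-κB and p38 with MAPK3, the 5 largest rises and 5 largest falls among probes well above background in both clones on both arrays, and the 5 largest changes on either side outside Supplementary Table S4, of which only 3 exist. Of the genes planned for naming, 1 is not reported here. Members of gene families and lists were named after their values were seen. For 13 lists of genes the median log2 ratio was set against 10000 random lists of the same size drawn from 20 bins of mean intensity. The lists are secreted proteins of hepatocytes, metallothioneins, interferon-stimulated genes, NF-κB target genes, ERK-responsive genes, ER stress and ATF4 target genes, proliferation genes, RUNX2 target genes, MAGE genes, Y-linked genes, TGFβ response genes, housekeeping genes and the lipid metabolism genes that the paper names. The 23 categories of Supplementary Table S5 and each chromosome were described in the same way. Running medians over 51 neighbouring genes were set against 1000 shuffles of the genes. With 1 replicate these percentiles describe the arrays and are not tests between groups of samples.

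The alternatives, 1 choice at a time, were no background correction, an offset of 0, the deposited log ratio, the series table, centring of each array on its median in place of loess, outlier spots kept, no filter on dim probes, a filter on all 4 channels, each array alone, 3-fold on each array, the p-value of each spot, limma's p-value with and without Benjamini-Hochberg adjustment, the Student's test with and without it, gene names in place of probes, a limit of 1.5-fold and the mean over all probes of a gene. One alternative, the probe of Supplementary Table S4 in place of the brightest probe, was chosen after seeing the data.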

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

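The tests of cross-hybridization, of dye normalization and of runs of neighbouring genes were chosen only after the results were seen. A list of genes was picked out here when its median log2 ratio lay outside the central 95% of random lists and the paper does not discuss it as a group. Of 40 unchanged lists on simulated arrays, 3 lay outside that range. The design sets 1 shNUPR1 clone against 1 control clone, so it does not separate NUPR1 knockdown from other differences between single clones.

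Secreted proteins of hepatocytes were lower in shNUPR1 cells. The 47 measured genes had a median log2 ratio of -0.39, below all 10000 random lists, with -0.32 on array 1 and -0.41 on array 2. Of these genes 39 had a ratio below 0 and 17 fell by at least 1.5-fold, while 5 rose by at least 1.5-fold. The 6 genes in Supplementary Table S4 do not carry the median alone, since without them it was -0.32. A trend of dye normalization across intensity would move to 0 when each array is centred on its median in place of loess, but the median was then -0.40, which argues against it as the whole cause. Knockdown and other differences between single clones both stay open, as untested.

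Metallothioneins were higher in shNUPR1 cells. The 12 genes had a median log2 ratio of 1.79, above all 10000 random lists. It rests on 7 genes, all in Supplementary Table S4, with log2 ratios between 1.72 for MT1B and 2.15 for MT2A. The other 5 were MT1A at 0.34, MT1F at -0.01, MT1M at 0.09, MT3 at 0.03 and MT4 at -0.02. Cross-hybridization between paralogs may let 1 raised transcript raise several probes. The 7 raised probes shared a median of 81.7% of their bases with the closest other probe of the family, from 48.3% for MT2A to 91.7% for MT1H. A rise of several MT1 genes and a rise of fewer MT1 genes read by several probes cannot be told apart, because no probe-specific measurement of each gene was used here. The median stayed between 1.71 and 1.83 over the 10 alternatives.

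The median of the ERK-responsive genes was slightly higher. The 18 genes had a median log2 ratio of 0.14, at percentile 98.3, and a mean of 0.05. Of these, 2 were at least 1.5-fold higher, DUSP5 at 0.85 and EPHA2 at 0.68. Another 2 were at least 1.5-fold lower, DUSP6 at -1.06 and MYC at -0.68, so the largest change by size was a fall. Centring each array on its median in place of loess gave 0.11 and percentile 96.5, so the list lay outside the central 95% under 9 of 10 alternatives. Array 1 alone gave 0.15 at percentile 98.4 and array 2 alone 0.14 at percentile 97.6. The equal sign on the dye-swapped arrays argues against a residual of dye normalization as the whole cause. Members go both ways and the percentiles lie close to the limit, so whether the list is shifted as a group stays open. The paper's western blot showed less ERK1/2 phosphorylation in Hep3B shNUPR1 cells, which the RNA of these genes does not measure.

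Housekeeping genes were also slightly higher. The 20 genes had a median log2 ratio of 0.17, at percentile 97.6, with 0.26 on array 1 and 0.03 on array 2. The result rests on array 1, since without it the percentile was 51.5. Dye normalization across intensity is a candidate explanation. Centring each array on its median in place of loess moved the median to 0.02 and the percentile to 90.8, inside the range of the random lists.

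Runs of neighbouring genes were shifted the same way. The highest running median over 51 genes was 0.52 and the lowest -0.40, where 1000 shuffles reached 0.20 and -0.17. Of 27783 windows, 306 lay beyond all shuffles, 163 above and 143 below, and overlapping windows join into 15 regions on chromosomes 1, 4, 7, 12, 18 and 19. The longest lies on chromosome 18 from 26825033 to 53470400 on hg18, where 156 genes had a median log2 ratio of 0.19 on array 1 and 0.17 on array 2. The lowest window lies on chromosome 12 between 94325858 and 103942157, where 88 genes had -0.20 on array 1 and -0.17 on array 2. The equal sign on the dye-swapped arrays argues against a dye effect. A gain or loss of DNA in 1 clone may shift such runs, and so could shared regulation of neighbouring genes. They cannot be told apart, because no DNA was measured.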

How the results depend on the processing

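All alternatives reported here were planned, except the probe of Supplementary Table S4 in place of the brightest probe, which was chosen after seeing the values. The counts of 198 higher and 113 lower probes and of 308 probes of Supplementary Table S4 stayed within a factor of 1.5 under all alternatives except 2. The Student's test over the 2 arrays with Benjamini-Hochberg adjustment left 0 higher, 0 lower and 0 probes of the table, because 2 arrays leave 1 degree of freedom, whereas limma with the same adjustment removed none and the unadjusted Student's test kept 172, 87 and 256. A limit of 1.5-fold in place of 3-fold gave 2022 higher and 1148 lower probes, which follows from the lower limit itself. Among the other alternatives the deposited log ratio and the series table gave the largest counts, 275 and 155 with 424 probes of the table, followed by an offset of 0 with 245, 137 and 372. Beside the Student's test, the smallest counts were those for 3-fold on each array, 171 and 95 with 265 probes of the table, and for gene names in place of probes, 157 and 94. With each array alone the counts ranged from 196 to 198 higher and 110 to 119 lower, with 298 to 300 probes of the table. The cause of the differences between background corrections was tested only for the offset.

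Of the 13 gene lists, 5 had a median outside the central 95% of random lists. With each array centred on its median in place of loess the number was 3, since the housekeeping and ERK-responsive genes moved inside. It was 4 without the filter on dim probes, with the filter on all 4 channels and without array 1, and 5 under the other alternatives. Secreted proteins of hepatocytes, metallothioneins and the lipid metabolism genes of the paper stayed outside under all 10 alternatives.

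Of the 44 probes and genes named with a log2 ratio, 38 kept their direction under all alternatives, and 27 stayed at least 1.5-fold changed. The 6 that changed sign under at least 1 alternative, ATF4, HSPA5, TRIB3, REL, MAPK12 and MAPK13, were all within 1.5-fold. No called change was reversed. The correlation between the arrays fell from 0.87 to 0.26 with median centring. Signal over background sets the limit for dim probes, whose ratios the offset pulls toward 0.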

Differences from the paper's values

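For BMP7 the paper's reported array fold in Supplementary Table S6 is -4.44, and the fold here is -1.04, from the brightest of 3 probes. It differed under all alternatives set before the data were examined, with folds from -1.34 for the mean over all probes to -1.04. With the probe that Supplementary Table S4 lists, an alternative chosen after seeing the data, the fold was -2.26 and also differed. The deposited log ratio of that same probe, a combination looked up after seeing the data, has a log2 value of -2.17, a fall of 4.49-fold, which comes within a factor of 1.5 of the paper's value.

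For PDGFRB the paper's reported array fold in Supplementary Table S6 is -10.57, and the fold here is -6.29. Among the alternatives set before the data were examined, the difference was no longer more than a factor of 1.5 with no background correction at -7.45, an offset of 0 at -8.17, the deposited log ratio at -10.57 and the series table at -10.53. It remained with median centring, outlier spots kept, no filter on dim probes, the filter on all 4 channels, each array alone and the mean over all probes. The probe of Supplementary Table S4, an alternative added after seeing the data, is the same probe and gave the same fold.

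The paper's counts of 273 upregulated and 153 downregulated genes are the entries of Supplementary Table S4, which hold 241 and 136 gene names. The entries stand beside 198 and 113 probes here, within a factor of 1.5. The counts were more than a factor of 1.5 apart with 3-fold on each array (171 and 95) and at a limit of 1.5-fold (2022 and 1148). So were those with the Student's test over the 2 arrays (172 and 87, and 0 and 0 after Benjamini-Hochberg adjustment). With gene names in place of probes, the 157 and 94 here stand beside the 241 and 136 gene names of the paper's entries. The deposited log ratio and the series table gave 275 and 155, with 271 and 153 of the paper's entries among them, the closest of all settings. The paper places FGF19, BMP7 and AFP among the genes changed at least 3-fold, and here their largest falls were -1.33, -1.17 and -1.57 on the log2 scale, under 3-fold. The deposited log ratio and the series table call all 3, an offset of 0 calls AFP and the BMP7 probe of Supplementary Table S4, and no background correction and array 1 alone call AFP.

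The results section of the paper lists DKK3, CDKN2B and TGFB2 among suppressed genes, while its discussion and Supplementary Table S4 give them as upregulated. Here they were higher in shNUPR1 cells, with mean log2 ratios of 1.59, 1.87 and 2.37, under all alternatives.

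The paper gives RUNX2 as downregulated on the arrays at a limit of 1.5-fold. Here the log2 ratio was -0.19, lower but within 1.5-fold, and the brightest probe reached 1.5-fold under none of the 11 alternatives. The other 2 probes reached it neither with an offset of 0 nor by the deposited log ratio.

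The paper gives RELB and IER3 as lower by qPCR in stable shNUPR1 clones (Figure 5b). On the arrays their mean log2 ratios were 0.39 and 0.24, higher in shNUPR1 cells. They lay between 0.24 and 0.53 and between 0.13 and 0.34 over 11 alternatives, so no setting reached the direction of the paper.

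The paper describes lipid metabolism as mostly suppressed. Of the measured genes that Supplementary Table S5 places under lipid metabolism, 33 are in its upregulated part and 34 in its downregulated part, and at 3-fold here 24 were higher and 24 lower.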

Other observations

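The tests of the offset, of the brightness of NUPR1 and of the signs of dim probes, and the share of called genes in shifted regions, were chosen only after the results were seen.

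Several technical explanations were tested for the probes that differ at least 3-fold between the clones. A dye bias would give opposite signs on the dye-swapped arrays, but 100% of the 357 probes at 3-fold on either array had the same sign, which argues against it. Background noise of dim probes would give many of them opposite signs, but all 94 of the 357 that were dimmer than the median of the kept probes had the same sign, which argues against it. The planned filter on all 4 channels decides nothing here, since 98.8% of the kept probes pass it. Clones of different cell lines would differ in Y-linked genes or XIST. Of 12 such genes, 0 were well above background in 1 clone only, and the largest log2 ratio by size was -0.27, for TMSB4Y, but 2 lines with like Y-linked signals would give the same result. A different line and a clone of Hep3B therefore cannot be told apart by these genes. A regional gain or loss of DNA in 1 clone would put the called genes into the shifted regions. Only 13 of 250 placed genes (5.2%) lie there, 11 changed in the direction of their region and 2 in the other, against 4.04% of all placed genes, which argues against it for the calls as a group. Medians of 8 chromosomes did lie beyond all random lists, as predicted for it, with chromosomes 1, 6, 12 and 21 lower and 9, 18, 19 and X higher, but the largest of these medians by size was -0.04. With 1 clone in each group, knockdown and other differences between the clones were not separated.

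Of the 426 probes of Supplementary Table S4, 118 were under 3-fold here. The offset of the background correction may pull ratios of dim probes toward 0, since the 118 were dimmer than the rest and 372 in place of 308 were kept with an offset of 0. The test was made on the same data that raised it.

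NUPR1 itself fell by 1.06 on the log2 scale, and 221 genes fell further. Of the 859 probes at least as bright as that of NUPR1, 8 reached 3-fold, 5 higher and 3 lower. A fall of this size and a larger fall with a compressed ratio cannot be told apart, because no expected number of such probes is known.

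The 25 interferon-stimulated genes had a median log2 ratio of -0.03, at percentile 39.7. An interferon response to the shRNA vector could raise such genes, and 5 of them were at least 1.5-fold higher and 0 at least 1.5-fold lower, while 13 of 25 had a ratio below 0. A weak response and none cannot be told apart, because a median near 0 over members that go both ways decides nothing. Array 1 alone gave the median the other sign (0.00607, at percentile 63.0).

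The 20 ER stress and ATF4 target genes had a median of -0.09, at percentile 7.58, and its sign changed without array 1 (0.07). ATF4 had a mean log2 ratio of 0.12, DDIT3 of -0.14, TRIB3 of -0.12 with opposite signs on the 2 arrays, and HSPA5 of -0.09, whose other probe had 0.69. The sign of ATF4 changed with median centring (-0.01). No explanation was tested for these values.

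The 16 measured MAGE genes had a median of 0.05, at percentile 94.9, but 5 of them were at least 3-fold higher. These were MAGEA1 at 3.78, MAGEA2B at 2.98, MAGEA6 at 2.55, MAGEA12 at 2.45 and MAGEA4 at 2.11, named after their values were seen and all in Supplementary Table S4. On chromosome X 20 genes were called higher and 2 lower. The 11 Y-linked genes had a median of -0.01, at percentile 52.2. Neither pattern was tested further.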
